# Maternal Plane of Nutrition during Late Gestation and Weaning Age Alter Angus × Simmental Offspring Longissimus Muscle Transcriptome and Intramuscular Fat

**DOI:** 10.1371/journal.pone.0131478

**Published:** 2015-07-08

**Authors:** Sonia J. Moisá, Daniel W. Shike, Lindsay Shoup, Sandra L. Rodriguez-Zas, Juan J. Loor

## Abstract

In model organisms both the nutrition of the mother and the young offspring could induce long-lasting transcriptional changes in tissues. In livestock, such changes could have important roles in determining nutrient use and meat quality. The main objective was to evaluate if plane of maternal nutrition during late-gestation and weaning age alter the offspring’s *Longissimus* muscle (LM) transcriptome, animal performance, and metabolic hormones. Whole-transcriptome microarray analysis was performed on LM samples of early (EW) and normal weaned (NW) Angus × Simmental calves born to grazing cows receiving no supplement [low plane of nutrition (LPN)] or 2.3 kg high-grain mix/day [medium plane of nutrition (MPN)] during the last 105 days of gestation. Biopsies of LM were harvested at 78 (EW), 187 (NW) and 354 (before slaughter) days of age. Despite greater feed intake in MPN offspring, blood insulin was greater in LPN offspring. Carcass intramuscular fat content was greater in EW offspring. Bioinformatics analysis of the transcriptome highlighted a modest overall response to maternal plane of nutrition, resulting in only 35 differentially expressed genes (DEG). However, weaning age and a high-grain diet (EW) strongly impacted the transcriptome (DEG = 167), especially causing a lipogenic program activation. In addition, between 78 and 187 days of age, EW steers had an activation of the innate immune system due presumably to macrophage infiltration of intramuscular fat. Between 187 and 354 days of age (the “finishing” phase), NW steers had an activation of the lipogenic transcriptome machinery, while EW steers had a clear inhibition through the epigenetic control of histone acetylases. Results underscored the need to conduct further studies to understand better the functional outcome of transcriptome changes induced in the offspring by pre- and post-natal nutrition. Additional knowledge on molecular and functional outcomes would help produce more efficient beef cattle.

## Introduction

The prenatal periods during which the organism is susceptible to environmental stimuli leading to fetal programming are the embryonic phase, the mid-gestation period (organogenesis), and late gestation (rapid growth). The effects of maternal nutrition on fetal growth and its carry-over effects on offspring growth and development were reviewed recently. As an example, extreme intrauterine growth retardation can result in slower growth throughout postnatal life [1]. Maternal nutrition seems to elicit different outcomes in the offspring depending on the gestational stage during which treatments begin. For example, protein supplementation of grazing cows during late gestation in the winter enhanced feedlot performance and carcass quality of the offspring.

In a review on fetal programming and skeletal muscle development in the ruminant [2], it was concluded that adipogenesis is initiated during mid-gestation. At this time, a pool of undifferentiated mesenchymal stem cells is present. From this pool, either myocytes or adipocytes are able to differentiate from committed mesenchymal cells to become skeletal muscle or adipose tissue [3]. The increase in number of stem cells throughout middle-to-late gestation led to the hypothesis that nutritional management has the potential to be more effective during the prenatal period rather than the postnatal portion of an animal’s life [2]. In sheep, a study revealed that differences in maternal nutrition during mid-to-late gestation can impact the programing of fetal muscle and fat tissues [4]. However, it remains to be determined if plane of nutrition during late-pregnancy (last 90 days) can elicit carryover effects acquired through programming in beef cattle.

There are several maternal-nutrition studies utilizing real-time RT-PCR to evaluate specific target genes in adipose tissue or longissimus muscle (LM) of beef [5], lamb [6] and sheep [7] offspring. Despite these efforts, to the best of our knowledge, there are no published studies of whole-transcriptome profiles in LM of offspring from mothers fed high or low planes of nutrition during late-pregnancy in beef cattle.

Our hypothesis was that a high-plane of nutrition of the cow during late gestation would result in early activation of genes associated with myogenesis, adipogenesis, lipogenesis and the synthesis of adipokines in the offspring’s skeletal muscle. Furthermore, changes in nutrition of the pregnant mother also would elicit alterations associated with epigenetic regulation of gene expression. The objectives of this study were to assess the effect of maternal plane of nutrition and early weaning to a high-grain diet on the skeletal muscle transcriptome of the offspring.

## Materials and Methods

Animal use in this study was approved by the Institutional Animal Care and Use Committee (**IACUC**) of the University of Illinois. A subset of 20 Angus × Simmental beef cows from the University of Illinois Dixon Springs Agriculture Center in Simpson, IL (USA), were selected from a group of animals utilized in a parallel study [8]. Main effects evaluated were maternal plane of nutrition during late gestation and postnatal management of the offspring. Three months prior to the projected parturition date cows were assigned to treatments (low or medium plane of nutrition) in a split-plot design. Low plane of nutrition (**LPN**) was achieved by grazing endophyte-infected tall fescue/red clover pastures during July, August, and September with no supplement. Medium plane of nutrition cow diet (**MPN**) was achieved by grazing endophyte-infected tall fescue/red clover pastures supplemented daily with 2.3 kg of dried distiller’s grains with solubles and soyhulls (70% DDGS/30% soyhulls). Cow supplementation was initiated at 103 ± 11 days prepartum while on pasture and it was halted at the midpoint of parturition (2 ± 11 days postpartum). More information about cow supplementation is reported elsewhere [8].

Composition of the diet [dry matter (**DM**) basis] fed to early weaned (**EW**) steers upon arrival to the feedlot and prior to normal weaning (**NW**), and the feedlot diet fed to EW and NW steers after normal weaning are reported in Table 1. Angus × Simmental steer calves were randomly assigned to early or normal weaning (EW or NW) treatments within each gestational treatment. At 78 ± 2 days postpartum, EW offspring were weaned, transported to University of Illinois Beef and Sheep Field Laboratory (Urbana, IL, USA), and adapted to a high-grain diet until they had *ad libitum* consumption. At 187 ± 2 days postpartum, NW offspring were weaned and transported to University of Illinois Beef and Sheep Field Laboratory. All offspring were co-mingled among treatments.

**Table 1:** Composition of diet (DM basis) fed to early wean (EW) steers upon arrival to feedlot and prior to normal weaning^1^ and feedlot diet fed to EW and normal wean (NW) steers after normal weaning.

	Inclusion, % DM	
Item	EW diet	Feedlot diet
Ingredient, %		
MWDGS^2^	45	45
Dry Whole Corn	25	25
High Moisture Corn	—	—
Corn Husklage	20	20
Ground corn	7.3	7.3
Limestone	2.5	2.5
Trace mineral salt^3^	0.1	0.1
Rumensin 90^4^	0.018	0.018
Tylosin 40^5^	0.012	0.012
Soybean oil	0.076	0.076
Analyzed nutrient content, %		
Crude protein	17.3	18.1
Neutral detergent fiber	23.9	25.3
Acid detergent fiber	14.1	14.3
Crude fat	5.3	5.1

^1^Age at weaning: EW = 78 ± 11 days of age; NW = 186 ± 11 days of age.

^2^MWDGS = Modified Wet Distillers Grains with Solubles.

^3^Trace Mineral Salt = 8.5% Ca (as CaCO3), 5% Mg (as MgO and MgSO4), 7.6% K (as KCl2), 6.7% Cl (as KCl2) 10% S (as S8, prilled), 0.5% Cu (as CuSO4 and Availa-4 (Zinpro Performance Minerals; Zinpro Corp, Eden Prairie, MN)), 2% Fe (as FeSO4), 3% Mn (as MnSO4 and Availa-4), 3% Zn (as ZnSO4 and Availa-4), 278 ppm Co (as Availa-4), 250 ppm I (as Ca(IO3)2), 150 Se (Na2SeO3), 2,205 KIU/kg Vit A(as retinyl acetate), 662.5 KIU/kg Vit D (as cholecalciferol), 22,047.5 IU/kg Vit E (as DL-α-tocopheryl acetate), and less than 1% CP, fat, crude fiber, salt.

^4^Rumensin 90 (198 g monensin/kg Rumensin 90; Elanco Animal Health, Greenfield, IN, USA).

^5^Tylosin 40 (88 g tylan/kg Tylosin 40; Elanco Animal Health, Greenfield, IN, USA).

Blood was collected from the jugular vein at 78, 187 and 296 days of age to isolate serum for insulin (Bovine Insulin ELISA kit, Cat No. 10–1201–01, Mercodia AB, Uppsala, Sweden), glucose (Hexokinase G-6-PDH method using a Beckman Coulter, Fullerton, CA, USA; Diagnostics Laboratory, College of Veterinary Medicine, University of Illinois, Urbana, USA) and adiponectin (Millipore, LA, USA). The latter was determined using a liquid RIA (Millipore, LA, USA) following a protocol previously described [9]. After normal weaning, all offspring were placed on a common, grain-based finishing diet that is typical of industry management [crude protein (**CP**) %, 18.1, neutral detergent fiber (**NDF**) %, 25.3, acid detergent fiber (**ADF**) %, 14.3, crude fat %, 5.1] (Table 1). All the offspring in the study were harvested at a commercial packing plant when they reached the selected end point target back fat thickness of 1.1 cm. Reported final body weight (**BW**) was calculated from hot carcass weight using a 62% dressing percentage.

LM biopsies were harvested from a subset of 5 animals per gestational × postnatal treatment from the main herd at ~78 days of age, ~187 days, and during the last week prior to harvest (~354 days). Selection of steer progeny for biopsy was performed based on 2 criteria: first, offspring for biopsy were selected based on their dam’s performance. Only offspring from cows whose BW and BW change during late gestation was within ½ of a standard deviation on either side of the mean (LPN or MPN) were considered for biopsy. Selecting based on cow BW and BW change ensured that only calves from cows that were representative of their treatment were utilized for transcriptomics. The final selection of steers for biopsy was based on steer BW. Only steers whose BW was within ½ of a standard deviation on either side of the mean were utilized. This selection criterion strategy minimized the effects of variation in dam’s milk production, which was not significantly different between LPN and MPN treatments [8].

Transcriptomics was performed with a transcriptome-wide bovine microarray (Agilent-015354 Bovine Oligo Microarray-4x44K) that contains 21,475 unique genes and transcripts of Bos Taurus, with two probes per gene. The methods used for hybridization and scanning were according to manufacturer’s protocols and Loor *et al* [10]. The microarray data were deposited in the National Center for Biotechnology Information (**NCBI**) Gene Expression Omnibus (**GEO**) database (http://www.ncbi.nlm.nih.gov/gds) with accession number GSE65560.

### Data mining

The entire microarray data set with associated statistical *P*-values were imported into Ingenuity Pathways Analysis (**IPA**, www.ingenuity.com) in order to examine the number of activated and inhibited differentially expressed genes (**DEG**). Entrez Gene IDs were used to identify individual sequences.

### Statistical analysis

Data from the microarray analysis were normalized for dye and microarray effects (i.e., Lowess normalization and array centering) and used for statistical analysis. The MIXED procedure of SAS (SAS Institute, Inc., Cary, NC, USA) was used for statistical analysis. Fixed effects were treatment (EW, NW), diet (LPN, MPN), time (78, 187, and 354 days of age), first, second and third order interactions between diet, time and treatment, and dye (Cy3, Cy5) and random effects included steer and microarray. Raw *P* values were adjusted using Benjamini and Hochberg’s false discovery rate (**FDR**).

The statistical model used was: Yijklm = μ + T_i_ + D_j_ + W_k_ +S_l_ + (T × D)_ij_ + (D × W)_jk_ + (T × W)_ik_ + (D × T × W)_ijk_ + ε_ijklm_; where, Y_ijklm_ is the background-adjusted normalized fold change value; μ is the overall mean; T_i_ is the fixed effect of time (3 levels); D_j_ is the fixed effect of cow plane of nutrition (2 levels); W_k_ is the fixed effect of weaning age (2 levels); S_l_ is the random effect of steer nested within treatment; T × D, D × W, T × W are the interactions of time by diet, diet by wean and time by wean, respectively; D × T × W is the interaction of third order for the main effects; and ε_ijklm_ is the random error (0, σ_e_^2^) associated with Y_ijklm_. All means were compared using the PDIFF statement of SAS (SAS Institute, Inc., Cary, NC, USA). Statistical significance was declared at *P* ≤ 0.05 and FDR ≤ 0.10. Animal feedlot performance, carcass quality parameters, ultrasound and blood data were also analyzed using the MIXED procedure of SAS, and treatment was the fixed effect in the statistical model. The random effect in all models was steer within treatment.

### Dynamic impact approach (DIA)

Bioinformatics analysis of microarray data was performed using DIA [11] and information from the freely-available online databases Kyoto Encyclopedia of Genes and Genomes (**KEGG**) and Database for Annotation, Visualization, and Integrated Discovery (**DAVID**) v6.7 databases. A list of gene identifiers (Entrez Gene IDs) was uploaded all at once to extract and summarize functional annotations associated with groups of genes or with each individual gene. The significance value associated with biological processes and pathways is a measure of the likelihood that the distribution of DEG in these pathways and biological processes is due to chance. The significance is expressed as a *P*-value, which is calculated using the right-tailed Fisher's Exact Test and adjusted using FDR. Details of the DIA approach and its validation have been reported previously [11]. The interpretation of the bioinformatics analysis was performed following the same approach as our previous study [12].

## Results

### Animal performance

Performance data for the entire group of animals on study are reported elsewhere [8]. Feedlot performance of EW and NW steers used for transcriptomics is presented in Table 2. Only initial BW at the time steers entered the feedlot was significant (*P* < 0.01) with EW steers being heavier as compared with NW steers. Dry matter intake (**DMI**) was higher for MPN as compared with LPN steers (*P* = 0.03). Ultrasound at the time of EW (78 days of age) revealed no significant differences (*P* > 0.05) between treatments (i.e. all possible combinations between weaning age and cow plane of nutrition) for marbling and back fat thickness (Table 2).

**Table 2:** Feedlot performance, ultrasound measurements and carcass quality parameters for Angus × Simmental steers (n = 20) from cows that received a low (LPN) or a medium (MPN) plane of nutrition (D) during the late gestation period. Weaning times (W) are early weaning (EW) and normal weaning (NW).

	Treatments							
	EW		NW			*P*-value^1^		
Item	LPN	MPN	LPN	MPN	SEM	D	W	D*W
Feedlot Performance								
Initial BW	258	278	212	204	18.25	0.73	<0.01	0.42
Final BW^2^	548	581	524	533	19.78	0.26	0.07	0.52
ADG (kg/d)	1.74	1.66	1.81	1.69	0.15	0.40	0.56	0.85
DMI (kg/d)	7.84	9.33	8.18	8.48	0.41	0.03	0.52	0.14
Ultrasound measurements								
BF at EW (cm)	0.31	0.35	0.33	0.34	0.02	0.13	0.71	0.52
BF at NW (cm)	0.33	0.33	0.31	0.33	0.02	0.54	0.57	0.74
Marbling at EW	427	388	434	419	27.80	0.30	0.48	0.65
Marbling at NW	330	409	376	418	40.41	0.13	0.47	0.63
Carcass quality parameters								
HCW (kg)	340	360	325	331	12.27	0.27	0.07	0.51
Calculated YG	3.0	3.0	2.5	2.3	0.27	1.00	0.03	1.00
LM area (cm^2^)	77.3	82.5	78.6	79.4	3.27	0.34	0.76	0.48
Marbling	418	573	480	482	43.13	0.07	0.72	0.07
Back fat thickness (cm)	1.24	1.37	1.30	1.12	0.13	0.83	0.41	0.22
KPH (%)	2.1	2.1	2.3	2.1	0.12	0.29	0.28	0.70
Days to harvest	367	377	392	412	11.10	0.16	0.01	0.59

^1^D = cow plane of nutrition effect (diet), W = weaning age effect, D × W = diet × weaning interaction.

^2^Based on 62% dressing percentage.

Hot carcass weight did not differ (*P* > 0.10) (Table 2). Calculated yield grade had a weaning effect (*P* = 0.03) with lower values for NW as compared with EW steers. Marbling score was greater (*P* = 0.07) for EW-MPN steers. Lastly, there was a weaning effect (*P* = 0.01) associated with EW steers reaching the back-fat thickness target end-point earlier than NW steers (Table 2).

Serum glucose concentration had a significant time effect (*P* < 0.05) with lower values at 296 days of age (Fig 1). Adiponectin concentration had a significant cow plane of nutrition (diet), time, and diet × time interaction (*P* < 0.05) with increasing concentrations between 78 and 187 days of age and a switch to decreasing concentrations after 187 days of age for NW steers, but serum adiponectin did not change for EW steers (Fig 1). Insulin concentration was affected by weaning age, time, and weaning × time (*P* < 0.05) with a relatively constant concentration between 78 and 187 days of age for all treatments and a noticeable increase in concentration between 187 and 296 days of age (Fig 1).

**Fig 1:**
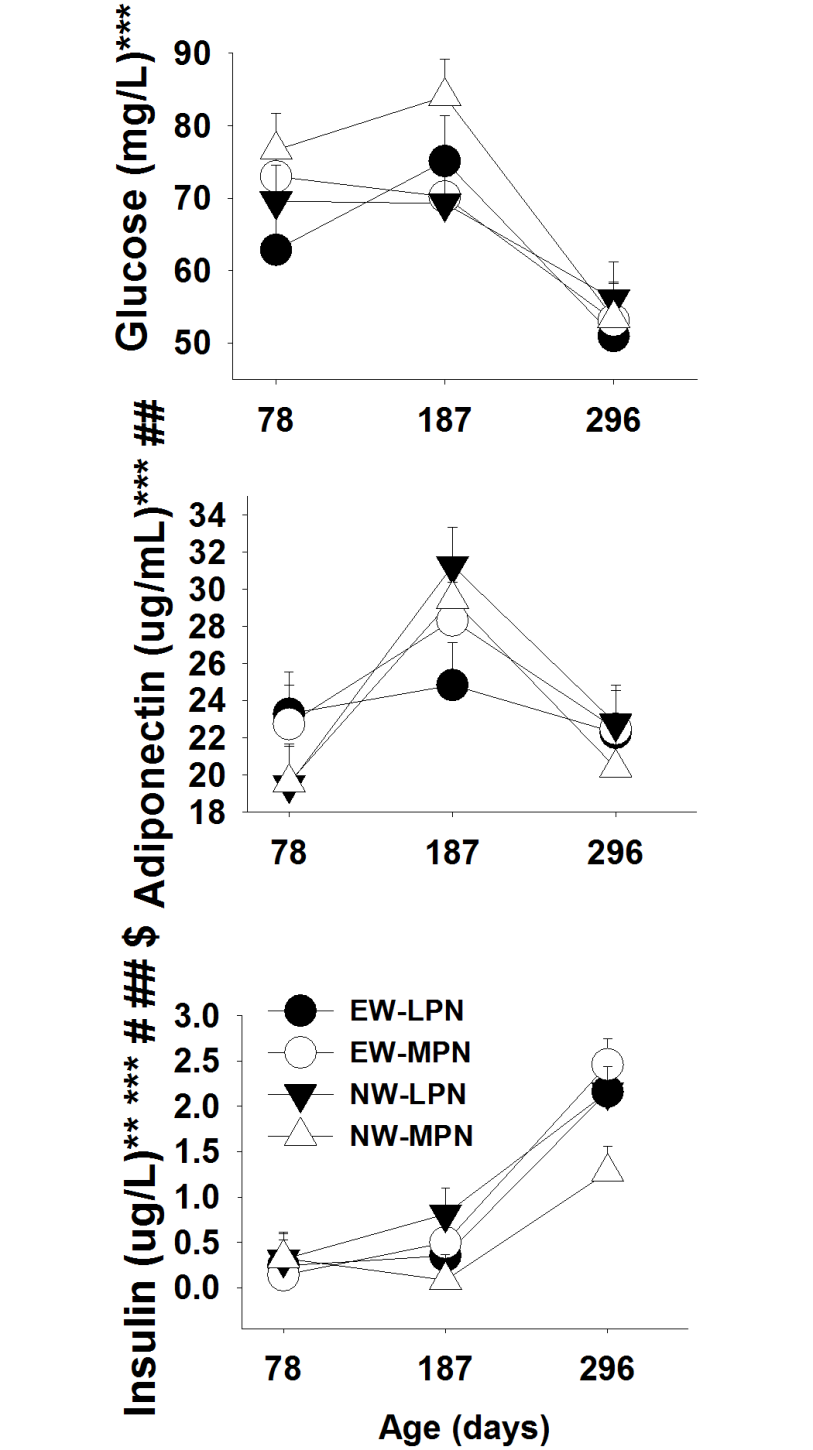
Glucose, adiponectin and insulin serum concentrations in Angus × Simmental steers from cows that received a low (LPN) or medium (MPN) plane of nutrition during the late gestation period. Weaning times are early wean (EW) and normal wean (NW). * Weaning, ** Diet, *** Time, # weaning × diet, ## weaning × time, ### diet × time and $ time × weaning × diet interaction effects (*P* < 0.05).

### Microarray analysis

At an FDR < 0.10 (uncorrected *P* value < 0.05), a total of 35 DEG were affected overall by the cow plane of nutrition (Table 3), 145 DEG were affected by weaning time and 7,639 DEG were affected by time. In addition, there were 13 DEG for the time × wean × diet interaction (Table 4), 43 DEG for the time × diet, 31 DEG for the wean × diet interaction, and 167 DEG for the wean × time interaction. 

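The LM transcriptome was measured in biopsies of 20 steers at 78, 187 and 354 days of age, with 5 steers in each of the 4 groups formed by weaning age (EW, NW) and cow plane of nutrition (LPN, MPN). The 60 samples were compared on 30 arrays with 2 dyes, each sample on 1 array, so that every array compared a Cy3-labelled with a Cy5-labelled sample. The deposited value of a probe was the log2 of the ratio of its 2 dye signals, given for 43653 probes with 0 missing values. The methods name Lowess normalization and array centering, but the deposited values were neither centred nor free of a trend with brightness: their array medians ran from 0 to 0.79, with a median of 0.45. A loess curve against the brightness of the probe was therefore removed within each array, and probes of a gene were averaged, which left 15307 named genes and 11538 probes without a gene name. The whole numbers behind the ratios could be recovered in lowest terms, so that typical signals are lower bounds. They were low, with a typical signal of 17.3 for the median probe and under 32 for 58.6% of the probes, so that differences of dim genes are imprecise; the number of arrays limits the precision of the others. Differences between groups, days and their interactions were fitted with limma with a dye term and with steer as a random effect, and a gene passed at an uncorrected P of at most 0.05 and an FDR of at most 0.1, the thresholds of the paper. Counts are of named genes. Which dye is the numerator of the ratio is not stated; the sample titles name the Cy3 sample first and join it by a hyphen to the Cy5 sample, which can be read as Cy3 minus Cy5 but need not be. Here Cy3 over Cy5 is taken as the likely direction, because with it the fitted LPN minus MPN differences have the sign printed in Table 3 for 32 of 33 genes and because FASN, SCD and PCK2 are higher in EW steers at 187 than at 78 days, as the paper reports. A rule fixed before the data were examined would have withheld the direction, since the extracellular matrix and cell cycle lists, used as another anchor, had medians of 0.23 and 0.057 between 78 and 354 days where a fall was predicted. With Cy5 over Cy3, every sign given here would turn, and every count of higher genes would be one of lower genes. The labels place 2 NW steers in LPN at 78 days and in MPN at 187 and 354 days, whereas the design of the paper gives each steer 1 cow diet; MPN was used for both.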

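MARCHF7, an E3 ubiquitin ligase, was the 1 gene that passed the threshold between LPN and MPN steers in limma, with a log2 difference of -0.72 (SE 0.11, adjusted p = 0.046). The largest other differences among the genes of Table 3 were those of SCUBE1, a secreted glycoprotein, at 0.84 (SE 0.30, adjusted p = 0.66), FCAR, the Fc receptor for IgA, at -0.68 (SE 0.16, adjusted p = 0.55), PSPH, the last enzyme of serine synthesis, at 0.65 (SE 0.21, adjusted p = 0.61), and EDC3, a factor of mRNA decapping, at 0.61 (SE 0.15, adjusted p = 0.55). Of the 33 genes of Table 3 found on named probes, 0 were higher and 1 was lower past the threshold (16 higher and 8 lower when adjusted over the list alone), and 24 had an unadjusted p of at most 0.05. The study chose this list on these samples, so the count over the list alone and the shared signs are not independent evidence. With age, 1818 genes changed over the 3 days (F test in limma), led by FOXS1, a forkhead transcription factor (adjusted p = 3.5e-06), S100A8, a calcium-binding protein of neutrophils (adjusted p = 3.5e-06), and CSF3R, the receptor of granulocyte colony-stimulating factor (adjusted p = 7.0e-06). Between EW and NW steers over all days, 0 genes passed in limma, with 649 genes at an unadjusted p of at most 0.05 and a smallest adjusted p of 0.63. The call of MARCHF7 was lost on leaving out any 1 of 17 steers, with an adjusted p of up to 0.89 without NW-MPN steer 4. Its difference stayed between -0.78 and -0.64 over the 20 omissions. With arrays centred on their median 0 genes passed between LPN and MPN steers. With the cow diet moved among steers, 18 of 100 arrangements called at least as many features as the real one, which is among them. The count for time fell to 698 without NW-MPN steer 1 and was beyond 1.5 times its value in 5 of the 20 omissions; it ran from 698 to 3438 over the other settings, the highest with dim probes left out, a setting chosen after seeing the data.

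**Figure D1:**
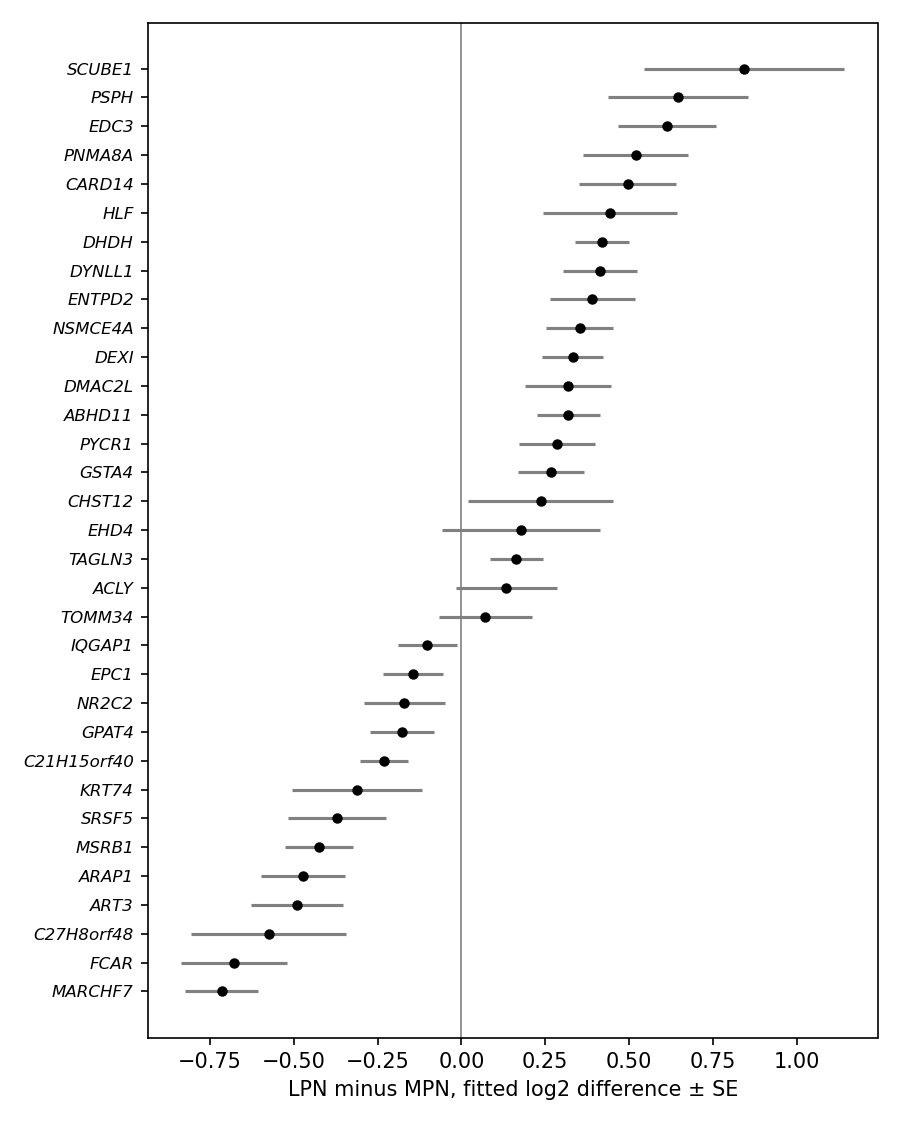
Fitted log2 difference of LPN minus MPN steers over all days for the 33 genes of Table 3 found on named probes, with bars of 1 SE. MARCHF7, at -0.72, is the 1 gene past the threshold, and SCUBE1, at 0.84, has the largest difference and one of the widest bars.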

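A wean × time interaction was detected for 10 genes. Among them were THRSP, a nuclear regulator of lipogenic genes (adjusted p = 0.023), DGAT2, which makes the final step of triacylglycerol synthesis (adjusted p = 0.058), and CIDEA, a lipid droplet protein (adjusted p = 0.068). CRELD2, a protein of the endoplasmic reticulum stress response (adjusted p = 0.023), GSTT2, a glutathione S-transferase (adjusted p = 0.031), and DYNLL1, a dynein light chain (adjusted p = 0.061), passed as well, as did FASN, SCD, PCK2 and MGST1. From 78 to 187 days CRELD2 rose more in EW than in NW steers by 1.32 (SE 0.20) on the log2 scale. Leaving out steers in turn ended the calls of DGAT2 (in 15 of 20, adjusted p up to 0.74 without NW-LPN steer 3), DYNLL1 (in 20 of 20, adjusted p up to 0.69 without NW-LPN steer 3), CIDEA (in 17 of 20, adjusted p up to 0.54 without NW-LPN steer 3), GSTT2 (in 12 of 20, adjusted p up to 0.50 without NW-LPN steer 3), THRSP (in 7 of 20, adjusted p up to 0.38 without NW-LPN steer 3) and CRELD2 (in the interaction in 11 of 20, adjusted p up to 0.37 without NW-LPN steer 3; in the interaction from 78 to 187 days in 8 of 20, adjusted p up to 0.35 without NW-LPN steer 3). For the time × diet and wean × diet interactions and for time × wean × diet, 0 genes passed in limma, with 775, 752 and 608 genes at an unadjusted p of at most 0.05. The smallest adjusted p was 0.35 for time × diet and 0.60 for wean × diet, and for time × wean × diet it was 0.057, on 1 probe without a gene name. The 10 wean × time genes fell to 0 without EW-LPN steer 3, and the count was beyond 1.5 times its value in 16 of the 20 omissions of a steer. With a variance ratio fitted per gene and an ordinary F test, of the settings run the nearest to the MIXED procedure of the paper, 59 genes passed. Over the other settings the count ran from 4 to 65.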

The 167 DEG for the wean × time interaction were analyzed separately for EW and NW steers: between 78 and 187 days of age, 187 and 354 days of age and between 87 and 354 days of age. For this analysis we utilized a cutoff *P* value < 0.05 for any given comparison (Fig 2).

**Table 3:** Symbol, entrez gene ID, log ratio expression value [low plane of nutrition (LPN) vs. medium plane of nutrition (MPN], type of molecule and localization in the cell for the 35 differentially expressed genes affected by cow plane of nutrition.

Symbol	Entrez Gene Name	Log Ratio	p-value	Location^1^	Type(s)^2^
*ABHD11*	abhydrolase domain containing 11	0.30	8.74E-06	Cytoplasm	enzyme
*ACLY*	ATP citrate lyase	0.35	7.74E-05	Cytoplasm	enzyme
*AGPAT6*	1-acylglycerol-3-phosphate O-acyltransferase 6	-0.22	5.90E-05	Cytoplasm	enzyme
*ARAP1*	ArfGAP with RhoGAP domain, ankyrin repeat and PH domain 1	-0.44	1.53E-04	Cytoplasm	other
*ART3*	ADP-ribosyltransferase 3	-0.78	4.64E-05	Plasma Memb.	enzyme
*ATP5S*	ATP synthase, H+ transporting, mitochondrial Fo complex, subunit s	0.33	1.09E-04	Cytoplasm	transporter
*C15orf40*	chromosome 15 open reading frame 40	-0.21	1.72E-04	Other	other
*C8orf48*	chromosome 8 open reading frame 48	-0.72	2.18E-05	Other	other
*CARD14*	caspase recruitment domain family, member 14	0.96	4.31E-05	Cytoplasm	other
*CHST12*	carbohydrate (chondroitin 4) sulfotransferase 12	0.78	5.32E-05	Cytoplasm	enzyme
*DEXI*	Dexi homolog (mouse)	0.29	1.50E-04	Other	other
*DHDH*	dihydrodiol dehydrogenase (dimeric)	0.40	8.49E-08	Other	enzyme
*DYNLL1*	dynein, light chain, LC8-type 1	0.47	2.29E-05	Cytoplasm	other
*EDC3*	enhancer of mRNA decapping 3	0.55	2.31E-05	Cytoplasm	other
*EHD4*	EH-domain containing 4	0.60	1.39E-04	Plasma Memb.	enzyme
*ENTPD2*	ectonucleoside triphosphate diphosphohydrolase 2	0.53	7.24E-05	Cytoplasm	enzyme
*EPC1*	enhancer of polycomb homolog 1 (Drosophila)	-0.28	9.13E-05	Nucleus	TR
*FCAR*	Fc fragment of IgA, receptor for	-0.52	6.40E-05	Plasma Memb.	other
*GSTA4*	glutathione S-transferase, alpha 4	-1.74	1.37E-05	Other	enzyme
*HLF*	hepatic leukemia factor	0.72	1.69E-04	Nucleus	TR
*IQGAP1*	IQ motif containing GTPase activating protein 1	-0.55	5.28E-05	Cytoplasm	other
*KRT74*	keratin 74	-1.01	7.04E-05	Cytoplasm	other
*LOC789391*	tRNA methyltransferase catalytic subunit TRMT61A like	-0.76	1.07E-04	Nucleus	enzyme
*MARCH7*	membrane-associated ring finger 7, E3 ubiquitin protein ligase	-0.62	7.57E-09	Extracell. Space	other
*MSRB1*	methionine sulfoxide reductase B1	-0.49	3.86E-05	Other	other
*NR2C2*	nuclear receptor subfamily 2, group C, member 2	-0.27	7.21E-05	Nucleus	LDNR
*NSMCE4A*	non-SMC element 4 homolog A (S. cerevisiae)	0.34	1.67E-04	Nucleus	other
*PNMAL1*	paraneoplastic Ma antigen family-like 1	0.89	1.31E-04	Other	other
*PSPH*	phosphoserine phosphatase	0.74	1.62E-04	Cytoplasm	phosphatase
*PYCR1*	pyrroline-5-carboxylate reductase 1	0.47	8.97E-05	Cytoplasm	enzyme
*SCUBE1*	signal peptide, CUB domain, EGF-like 1	1.05	1.03E-04	Plasma Memb.	transm. receptor
*SERF1A*	small EDRK-rich factor 1A (telomeric)	0.41	1.48E-04	Other	other
*SRSF5*	serine/arginine-rich splicing factor 5	-0.53	9.98E-05	Nucleus	other
*TAGLN3*	transgelin 3	0.34	1.17E-04	Extracell Space	other
*TOMM34*	translocase of outer mitochondrial membrane 34	0.36	1.14E-04	Cytoplasm	other

^1^Extracell. Space = extracellular space; Plasma Memb. = plasma membrane; G receptor = G protein coupled receptor.

^2^TR = transcription regulator; LDNR—ligand-dependent nuclear receptor; Transm. Receptor = transmembrane receptor.

**Table 4:** Symbol, entrez gene ID, log ratio expression value, type of molecule and localization in the cell for the 13 differentially expressed genes affected by the weaning × diet × time interaction.

Symbol	Entrez Gene Name	Log Ratio	p-value	Location^1^	Type(s)^2^
*ARID1A*	AT rich interactive domain 1A (SWI-like)	2.885	2.04E-04	Nucleus	TR
*BTG1*	B-cell translocation gene 1, anti-proliferative	-1.262	2.07E-03	Nucleus	TR
*EPAS1*	endothelial PAS domain protein 1	-1.797	2.08E-01	Nucleus	TR
*HSBP1*	heat shock factor binding protein 1	1.064	2.38E-02	Nucleus	TR
*IMPG1*	interphotoreceptor matrix proteoglycan 1	1.577	2.22E-05	Extracell. Space	other
*KIAA0232*	KIAA0232	1.889	3.33E-04	Extracell. Space	other
*KRTDAP*	keratinocyte differentiation-associated protein	-12.672	8.49E-01	Extracell. Space	other
*MARK4*	MAP/microtubule affinity-regulating kinase 4	-1.247	2.99E-02	Cytoplasm	kinase
*NME1*	NME/NM23 nucleoside diphosphate kinase 1	-5.373	1.17E-01	Cytoplasm	kinase
*OR51F1*	olfactory receptor, family 51, subfamily F, member 1	-1.393	4.66E-04	Plasma Memb.	G receptor
*OTX1*	orthodenticle homeobox 1	-3.683	2.31E-01	Nucleus	TR
*PLAGL1*	pleiomorphic adenoma gene-like 1	1.313	5.06E-03	Nucleus	TR
*SLC25A5*	solute carrier family 25, member 5	-4.401	2.36E-01	Cytoplasm	transporter

^1^Extracell. Space = extracellular space; Plasma Memb. = plasma membrane.

^2^TR = trascription regulator; G receptor = G protein coupled receptor.

**Fig 2:**
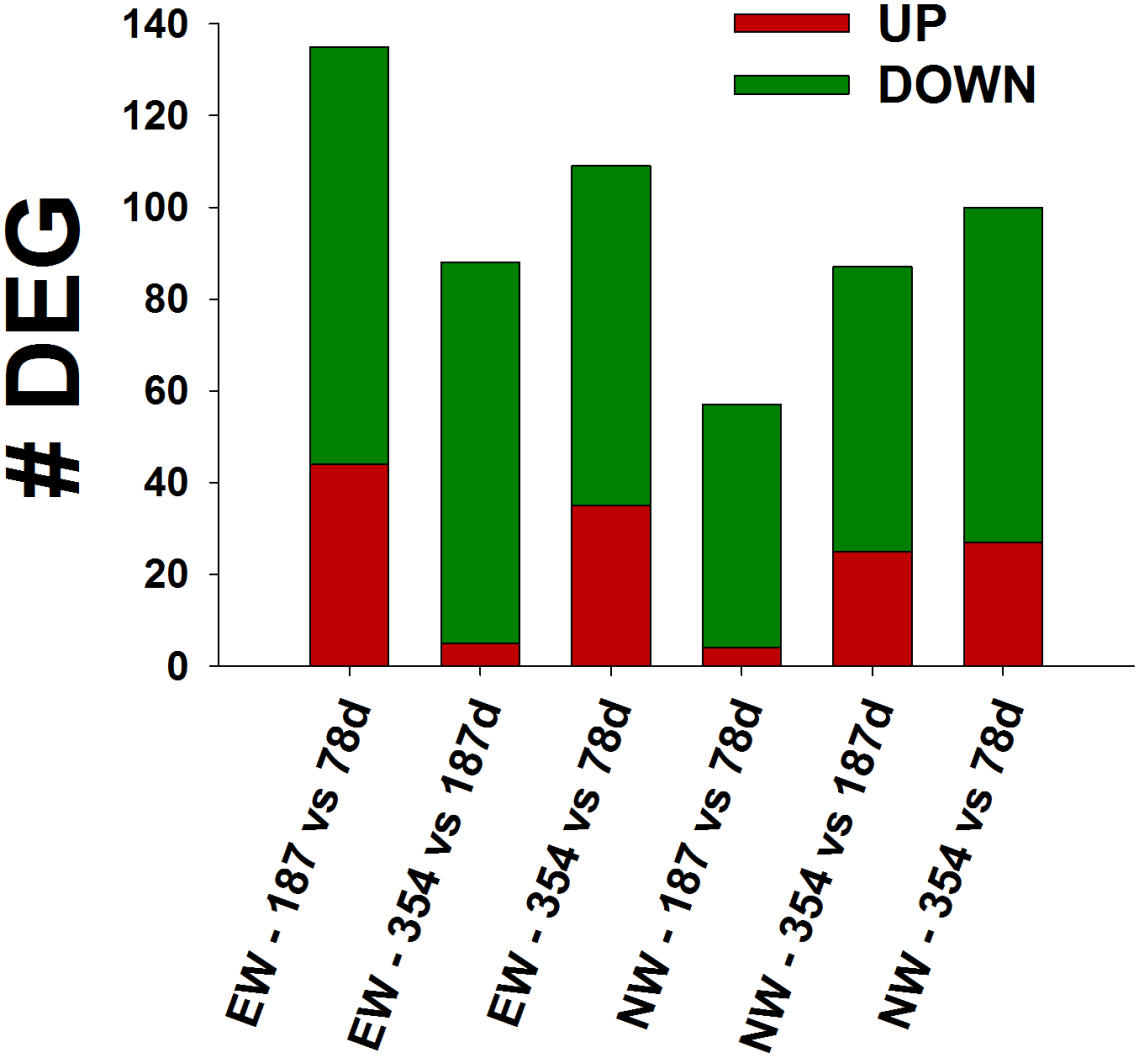
Differentially expressed genes (DEG; FDR < 0.10 and uncorrected *P* value < 0.05) in early wean (EW) and normal wean (NW) steers during the growing (78 to 187 days of age), finishing (187 to 354 days of age) and growing and finishing phases (78 to 354 days of age). Number of DEG for each comparison are those with overall FDR < 0.10, uncorrected *P* value < 0.05, and *P* < 0.05 between the specific time comparisons.

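In EW steers between 78 and 187 days of age, 355 genes rose and 382 fell (limma). Apart from genes of lipid synthesis and adipocytes, the rises included those of SGK2, a kinase of the serum- and glucocorticoid-regulated family, at 2.99 (SE 0.49, adjusted p = 0.0023), LUM, a collagen-binding proteoglycan, at 2.59 (SE 0.41, adjusted p = 0.0020), MMP14, a membrane-bound matrix metalloproteinase, at 2.54 (SE 0.58, adjusted p = 0.023), and GSTT2 at 2.46 (SE 0.31, adjusted p = 3.9e-04). S100A8 and S100A12, calcium-binding proteins of neutrophils, fell, S100A8 being at -2.53 (SE 0.41) and S100A12 at -1.89 (SE 0.38) on the log2 scale, and the acute-phase proteins PTX3 and HP, a pentraxin and haptoglobin, were at -2.16 (SE 0.41) and -1.99 (SE 0.37). TCN1, a vitamin B12 carrier of neutrophil granules, fell by 1.90 (SE 0.52). The typical signal, that of the brightest probe of a gene, was 9.92 for SGK2, 5.09 for MMP14, 7.90 for HP, 15.6 for TCN1 and 21.2 for PTX3, where differences are imprecise. Of the 10 wean × time genes, 10 were higher and 0 lower at 187 than at 78 days at an uncorrected P under 0.05. Of the 9 calls named here, 3 held with each of the 20 steers left out, and omissions ended the call of TCN1 (in 8 of 20, adjusted p up to 0.30 without EW-MPN steer 1), MMP14 (in 4 of 20, adjusted p up to 0.21 without EW-LPN steer 1), HP (in 2 of 20, adjusted p up to 0.18 without EW-LPN steer 1), S100A12 (in 1 of 20, adjusted p up to 0.13 without EW-MPN steer 1), PTX3 (in 1 of 20, adjusted p up to 0.13 without EW-LPN steer 1) and SGK2 (in 1 of 20, adjusted p up to 0.12 without EW-MPN steer 1). The count of genes ran from 67 without EW-LPN steer 1 to 793 and was beyond 1.5 times its value in 4 of the 20 omissions, and from 268 to 1887 over the other settings; in the deposited values without loess, 315 genes rose and 188 fell.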

When focusing on the 167 DEG due to time × treatment interaction, the highest number of DEG, 91 down-regulated and 44 up regulated (uncorrected *P* value < 0.05; FDR < 0.10), were detected in EW steers between 78 and 187 days of age (Fig 2). During the same time-frame, NW steers had the lowest DEG with 53 downregulated and 4 upregulated genes (uncorrected *P* value < 0.05; FDR < 0.10). It is noteworthy that the number of DEG in NW steers increased markedly between 187 and 354 days of age. Thus, when comparing the responses between 78 and 354 day of age, EW and NW steers had a similar number of DEG (Fig 2).

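NW steers had 11 genes that rose and 17 that fell between 78 and 187 days of age. LUM rose by 2.21 (SE 0.41) on the log2 scale, CCDC80, another protein of the extracellular matrix, by 1.32 (SE 0.23), C1QTNF3, a secreted adipokine, by 1.08 (SE 0.21), and ME1, the cytosolic malic enzyme that supplies NADPH, by 0.89 (SE 0.19). Among the falls were those of S100A8 at -2.55 (SE 0.40, adjusted p = 0.030), S100A12 at -1.86 (SE 0.38, adjusted p = 0.072) and TGM3, a transglutaminase, at -1.32 (SE 0.27, adjusted p = 0.075), and GADD45G, a gene induced by cell stress, was at -1.23 (SE 0.24, adjusted p = 0.072). Of the 10 wean × time genes, 3 were higher and 2 lower at an uncorrected P under 0.05. Of the 8 calls named, 0 held with each of the 20 steers left out: without EW-LPN steer 5, or without NW-MPN steer 1, 0 genes passed, and 19 of the omissions moved the count by over 1.5 times. Over the planned settings the count ran from 0, with the 2 arrays left out that hold the 78-day samples of the steers of uncertain diet label, over 6 with the labelled diet, 9 with arrays centred on their median and 208 with a variance ratio per gene and an ordinary F test, to 217 with array weights. With dim probes left out 353 genes passed, a setting chosen after seeing the data; in the deposited values without loess, the fit first planned, 7 rose and 7 fell.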

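Between 187 and 354 days of age, 12 genes rose and 14 fell in NW steers. The falls included MYBPH, a myosin-binding protein, at -2.15 (SE 0.43, adjusted p = 0.059), NAMPT, the rate-limiting enzyme of NAD salvage, at -1.82 (SE 0.27, adjusted p = 0.014), the mitochondrial uncoupling proteins UCP2 at -1.79 (SE 0.30, adjusted p = 0.016) and UCP3 at -1.69 (SE 0.29, adjusted p = 0.026), and FKBP5, a chaperone induced by glucocorticoids, at -1.54 (SE 0.30, adjusted p = 0.046). The transcription factor SIX2 was among the genes that rose, at 1.53 (SE 0.28, adjusted p = 0.033). Of the 10 wean × time genes, 8 were higher at 354 than at 187 days and 0 lower, and 5 of them passed the FDR of the comparison itself. The calls of this interval depend on few arrays: the count fell to 2 without NW-MPN steer 2 and was beyond 1.5 times its value in 15 of the 20 omissions of a steer, each of which takes 2 or 3 arrays and with them 1 or 3 samples of other steers. Of the 6 calls named, 1 held throughout, and those lost were of SIX2 (in 6 of 20, adjusted p up to 0.53 without NW-MPN steer 2), MYBPH (in 14 of 20, adjusted p up to 0.35 without NW-MPN steer 3), FKBP5 (in 8 of 20, adjusted p up to 0.31 without NW-MPN steer 2), UCP3 (in 6 of 20, adjusted p up to 0.17 without NW-MPN steer 3) and UCP2 (in 6 of 20, adjusted p up to 0.13 without NW-MPN steer 2). The values themselves kept their sign over the omissions. SIX2 ran from 1.38 to 1.64, MYBPH from -2.69 to -1.72 and NAMPT from -2.15 to -1.65. FKBP5 ran from -1.78 to -1.39, UCP2 from -2.11 to -1.48 and UCP3 from -2.10 to -1.54. The other settings gave 13 to 536 genes.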

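Over the whole interval from 78 to 354 days of age, 785 genes rose and 760 fell in EW steers, and 480 rose and 481 fell in NW steers. S100A8 fell by 4.51 (SE 0.40) in EW steers and fell by 3.96 (SE 0.40) in NW steers on the log2 scale. PDK4, the kinase that inhibits pyruvate dehydrogenase, was at -3.02 (SE 0.49) and -2.75 (SE 0.49), and FKBP5 at -2.87 (SE 0.29) and -2.51 (SE 0.29). TECTB, a tectorin, rose by 2.57 (SE 0.49) and 2.17 (SE 0.49), on dim probes, the brightest with a typical signal of 6.64. In both groups 379 genes rose and 377 fell, where independent lists of these sizes among the 15307 genes would share 24.6 and 23.9. EW and NW samples met on 12 of the 30 arrays, and both contrasts come from 1 model with the same error variance per gene. Precisely measured genes can thus pass in both groups more easily, so independent lists are not a strict baseline. Of the 10 wean × time genes, 8 were higher and 0 lower in EW steers and 8 higher and 1 lower in NW steers. The count for EW steers ran from 380 without EW-LPN steer 2 to 1571, and that for NW steers from 161 without NW-MPN steer 1 to 976; 3 and 7 of the 20 omissions moved them by over 1.5 times. Of the 8 calls named, those lost were of TECTB (in NW steers from 78 to 354 days in 2 of 20, adjusted p up to 0.22 without NW-MPN steer 3; in EW steers from 78 to 354 days in 2 of 20, adjusted p up to 0.16 without EW-LPN steer 2) and PDK4 (in 1 of 20, adjusted p up to 0.13 without NW-MPN steer 3); without NW-MPN steer 3, PDK4 was at -1.80 in NW steers.

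**Figure D2:**
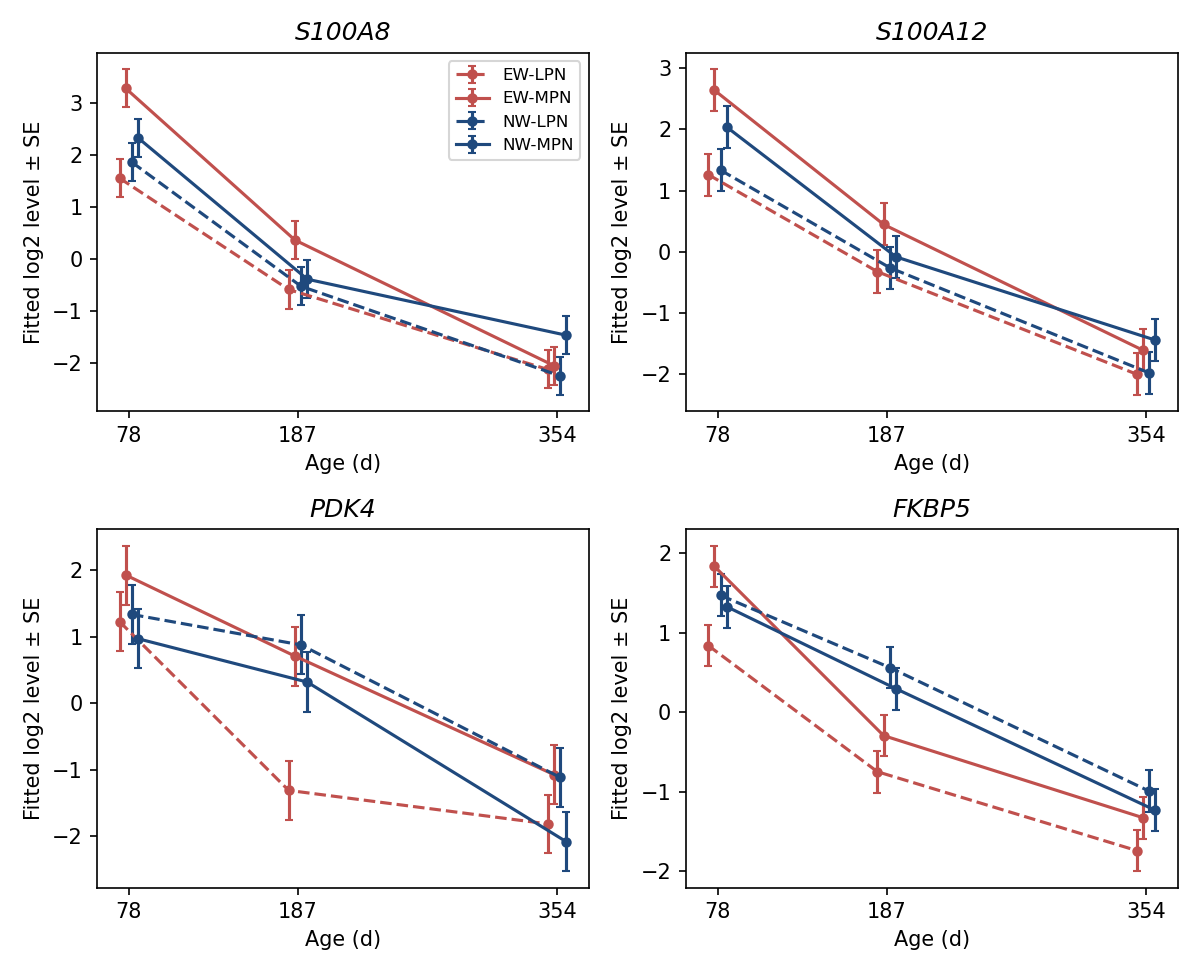
Fitted log2 level of S100A8, S100A12, PDK4 and FKBP5 in each of the 12 weaning, diet and day groups, relative to the mean of the 12 groups, with bars of 1 SE, against days of age. The 4 genes lie lower at 354 than at 78 days in each of the 4 weaning and diet groups.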

The DIA analysis was performed with DEG (n = 167) at an uncorrected *P* value = 0.05 and an FDR = 0.10. Fig 3 contains the summary of KEGG pathways results from DIA. The top-three most impacted canonical pathways are reported in Fig 4 and the genes with highest activation in Fig 5. For biological processes, only those with an impact value higher than 50% of the maximum total impact value for each time comparison for EW and NW steers are discussed (Fig 6).

**Fig 3:**
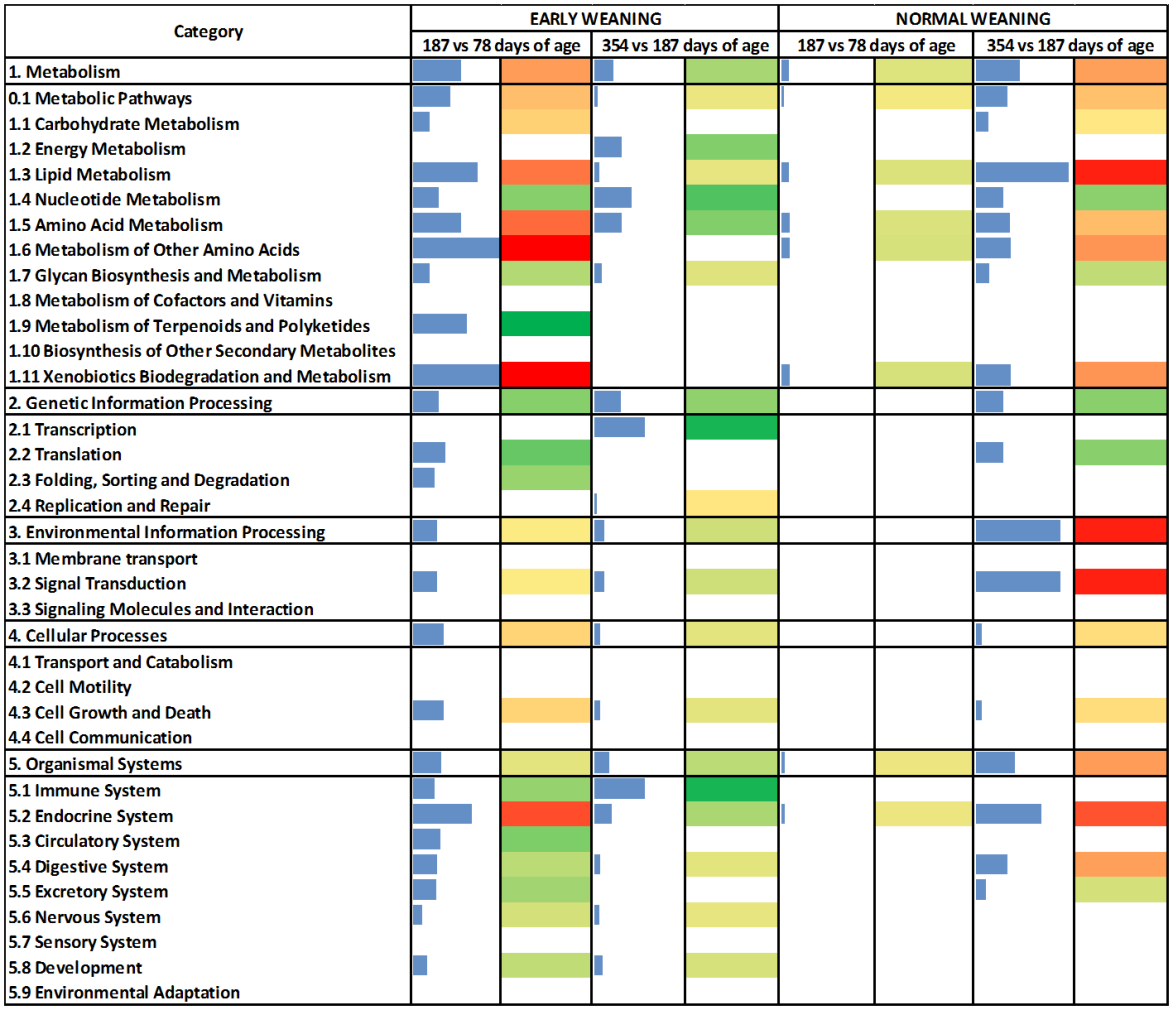
Dynamic Impact Approach (DIA) of differentially expressed genes (P value < 0.05; FDR < 0.10) on the Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathways database. Flux represents the direction of each category and the corresponding subcategory (green color = inhibition, yellow color = stable, red color = activation with different color intensities according with the level of up-regulation or down-regulation). Blue bars denote the impact of each category and the corresponding subcategories.

**Fig 4:**
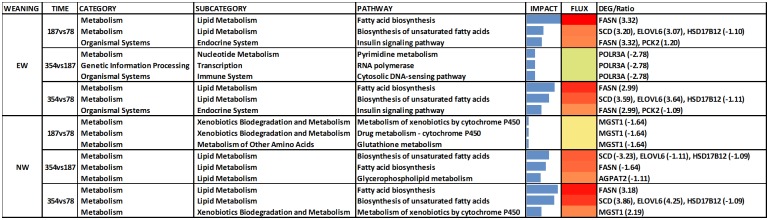
Results of the 3 most impacted pathways within differentially expressed genes affected during the growing phase (187 vs. 78 d), finishing phase (354 vs. 187 d) and the whole experiment (354 vs. 78 d). Analysis performed using the Dynamic Impact Approach (DIA) based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathways database. Flux represents the direction of each category and the corresponding subcategory (green color = inhibition, yellow color = stable, red color = activation with different color intensities according with the level of up-regulation or down-regulation). Blue bars denote the impact of each biological process.

**Fig 5:**
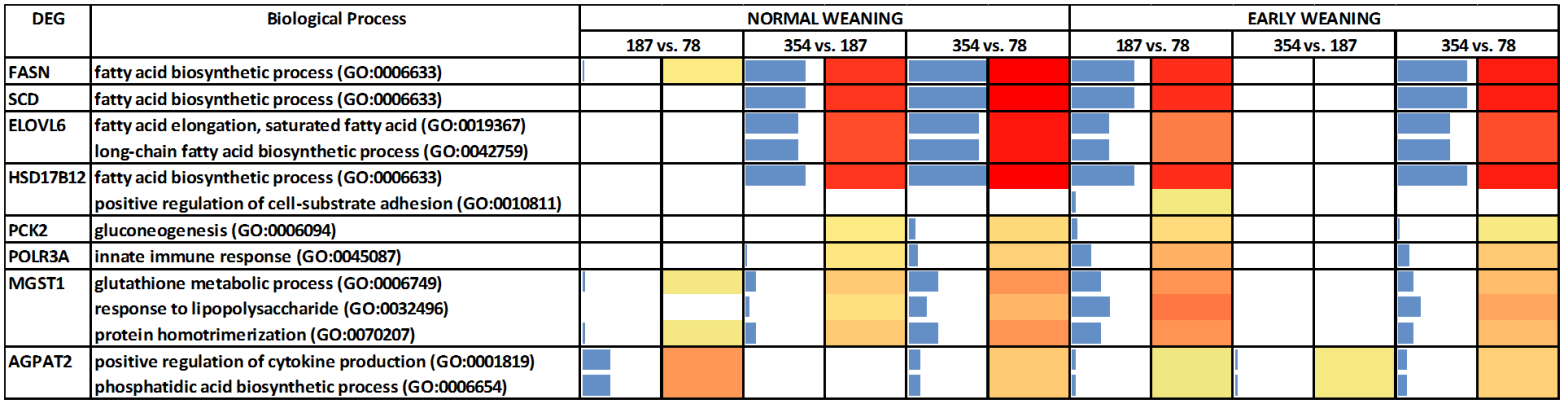
Significant biological processes (BP) among the differentially expressed genes reported in Table 3 for each time comparison. Flux represents the direction of each category and the corresponding subcategory (green color = inhibition, yellow color = stable, red color = activation with different color intensities according with the level of up-regulation or down-regulation). Blue bars denote the impact of each biological process.

**Fig 6:**
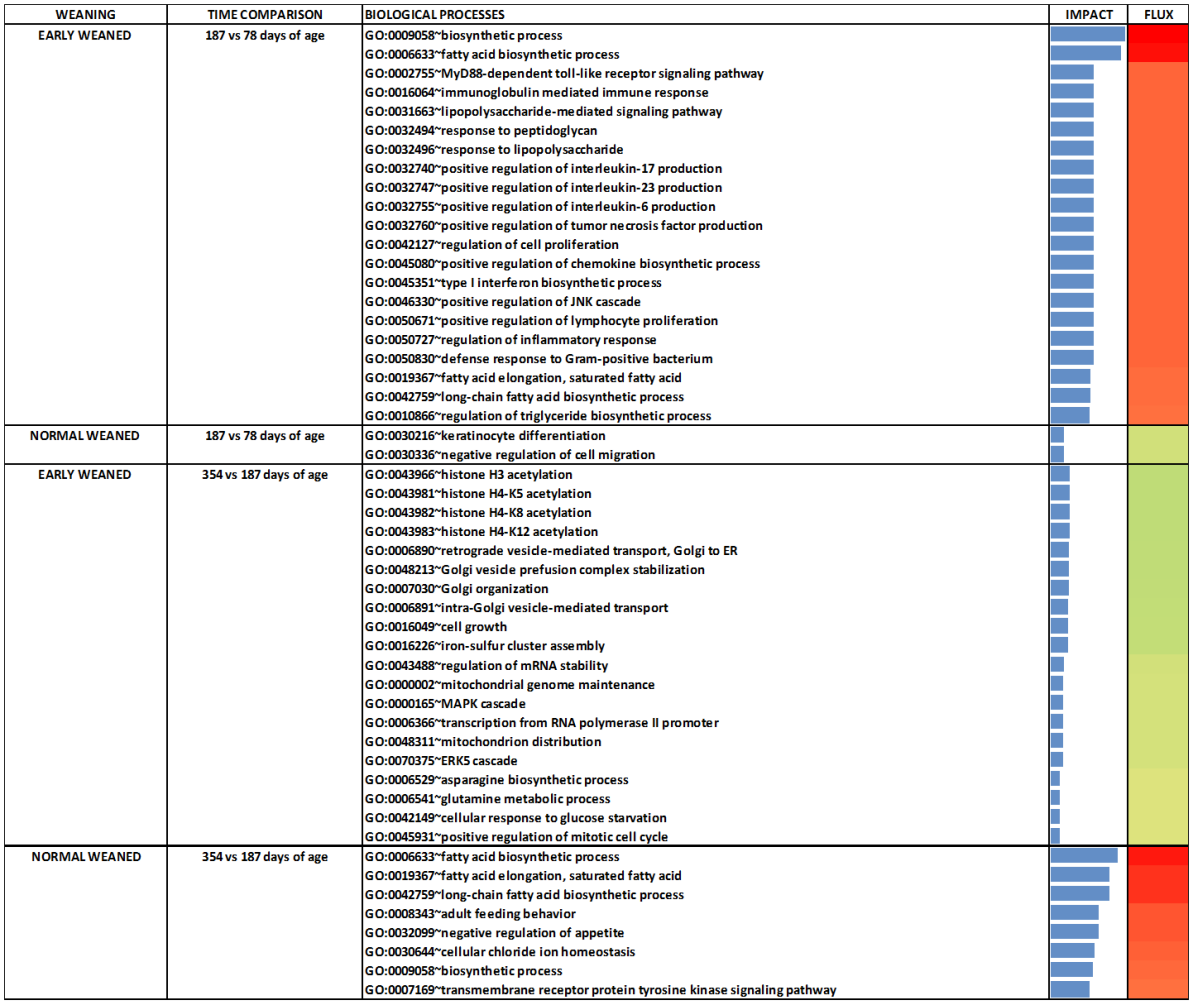
Significant biological processes in the comparison of differentially expressed genes between early wean (EW) and normal wean (NW) steers at 78 and 187 days of age and 187 and 354 days of age. Flux represents the direction of each category and the corresponding subcategory (green color = inhibition, yellow color = stable, red color = activation with different color intensities according with the level of up-regulation or down-regulation). Blue bars denote the impact of each biological process.

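Of the 26 genes of fatty acid synthesis and desaturation measured, 11 rose, 0 fell and 15 did not pass in EW steers between 78 and 187 days of age (16 higher when adjusted over the list alone), with a median change of 0.66 on the log2 scale (camera adjusted p = 1.6e-12, and adjusted p = 0.0014 with an estimated correlation). Besides FASN and SCD, THRSP, a regulator of lipogenic genes, rose by 3.55 (SE 0.37), and ELOVL6, the elongase of C16 fatty acids, by 3.13 (SE 0.45). Of 28 genes of triacylglycerol synthesis and the lipid droplet, 7 rose, 1 fell and 20 did not pass (11 higher and 5 lower when adjusted over the list alone; adjusted p = 0.059 with an estimated correlation). DGAT2 was at 2.04 (SE 0.32, adjusted p = 0.0019), and the lipid droplet proteins CIDEA and CIDEC at 1.91 (SE 0.26, adjusted p = 5.1e-04) and 1.78 (SE 0.36, adjusted p = 0.011). Cell markers moved over the same days. Of 23 adipocyte markers 7 rose and 2 fell (adjusted p = 0.16 with an estimated correlation). Of 31 genes of fibroblasts and the extracellular matrix 7 rose and 0 fell (adjusted p = 0.13 with an estimated correlation). Of 24 insulin signaling genes, 0 rose, 2 fell and 22 did not pass (3 lower when adjusted over the list alone; camera adjusted p = 0.18): SLC2A4, the insulin-responsive glucose transporter, was at -1.16 (SE 0.21, adjusted p = 0.0044), and GSK3A, a kinase that inhibits glycogen synthase, at -0.64 (SE 0.19, adjusted p = 0.081). Leaving out steers in turn ended the call of GSK3A (in 15 of 20, adjusted p up to 0.46 without EW-MPN steer 1), CIDEC (in 2 of 20, adjusted p up to 0.25 without EW-MPN steer 1) and SLC2A4 (in 2 of 20, adjusted p up to 0.22 without EW-LPN steer 1); without EW-LPN steer 1, SLC2A4 was at -0.77.

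**Figure D3:**
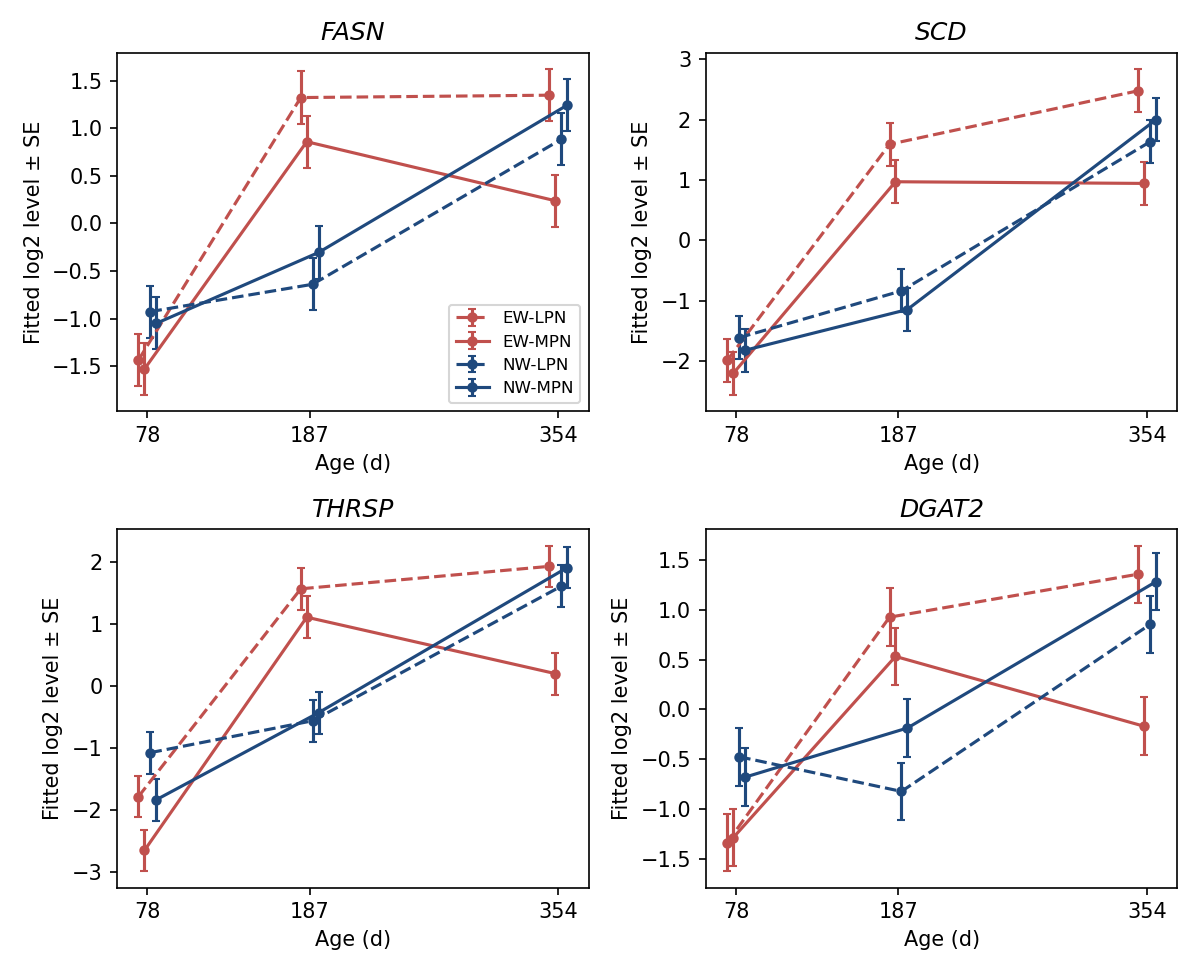
Fitted log2 level of FASN, SCD, THRSP and DGAT2 in each of the 12 weaning, diet and day groups, relative to the mean of the 12 groups, with bars of 1 SE, against days of age. In EW steers the 4 genes lie higher at 187 than at 78 days.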

The DIA analysis revealed that fatty acid biosynthetic process, biosynthesis of unsaturated fatty acids, and insulin signaling were highly-activated in EW steers between 78 and 187 days of age (Fig 4). 

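FASN, the fatty acid synthase, was 2.57 (SE 0.30, adjusted p = 2.3e-04) higher on the log2 scale in EW steers at 187 than at 78 days of age, SCD, the stearoyl-CoA desaturase, 3.38 (SE 0.40, adjusted p = 2.3e-04) higher, and PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, 1.72 (SE 0.22, adjusted p = 4.2e-04) higher. The rise of each was larger in EW than in NW steers: the interaction from 78 to 187 days was 2.06 (SE 0.33, adjusted p = 0.020) for FASN, 2.65 (SE 0.43, adjusted p = 0.020) for SCD and 1.25 (SE 0.24, adjusted p = 0.096) for PCK2 (limma). HSD17B12, which reduces 3-ketoacyl-CoA in fatty acid elongation, was at 1.13 (SE 0.19, adjusted p = 0.0035). The calls of FASN, SCD and PCK2 between the 2 days held with each steer left out. Among the calls of the interactions and of HSD17B12, omissions of a steer ended those of PCK2 (in 17 of 20, adjusted p up to 0.64 without NW-MPN steer 1), FASN (in 9 of 20, adjusted p up to 0.44 without NW-LPN steer 3), SCD (in 11 of 20, adjusted p up to 0.35 without NW-LPN steer 3) and HSD17B12 (in 1 of 20, adjusted p up to 0.19 without EW-LPN steer 1).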

Analyses further revealed that activation of these pathways was namely due to upregulation of *FASN* (lipogenic enzyme), *SCD* (monounsaturated fatty acid synthesis) and *PCK2* (involved in glyceroneogenesis) (Fig 5). In contrast to EW steers, between 78 and 187 days of age NW steers had a higher impact with no apparent direction of the cytochrome P450-related pathways and Glutathione Metabolism (Fig 4).

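In NW steers between 78 and 187 days of age, 0 of the 31 genes of glutathione and xenobiotic metabolism rose and 0 fell in limma (0 and 0 when adjusted over the list alone, and 3 and 0 at an unadjusted p under 0.05), and the median change was 0.20 on the log2 scale (camera adjusted p = 0.11). MGST1, the microsomal glutathione S-transferase, was at 0.78 (SE 0.33, adjusted p = 0.55), GPX7, a glutathione peroxidase of the endoplasmic reticulum, at 0.72 (SE 0.29, adjusted p = 0.52), and GCLC, the catalytic subunit of the enzyme that starts glutathione synthesis, at 1.11 (SE 0.43, adjusted p = 0.51) on a probe with a typical signal of 2.45. In EW steers over the same days 1 gene of the list, MGST1, rose and 0 fell (1 higher when adjusted over the list alone), with a median of 0.20 (camera adjusted p = 0.018, and adjusted p = 0.047 with an estimated correlation). The list, fixed in advance, does not hold GSTT2, which rose by 2.46 (SE 0.31, adjusted p = 3.9e-04) in EW steers. No difference between EW and NW steers was detected in the change of the list from 78 to 187 days (camera adjusted p = 0.28).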

Between 187 and 354 days of age in EW steers there was a significant negative impact on Pyrimidine metabolism (Nucleotide Metabolism Subcategory within the Metabolism KEGG Category), RNA polymerase (Transcription Subcategory within the Genetic Information Processing KEGG Category) and Cytosolic DNA sensing pathway (Immune System Subcategory within the Organismal System KEGG Category) (Fig 4). 

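In EW steers between 187 and 354 days of age, 69 genes rose and 150 fell. HSPA1A and HSPH1, chaperones of the heat shock response, fell, at -2.30 (SE 0.55) and -2.25 (SE 0.46) on the log2 scale, PHGDH, the enzyme that starts serine synthesis, at -2.22 (SE 0.42), and MEG3, an imprinted noncoding RNA, at -2.19 (SE 0.46). Without EW-LPN steer 2, HSPA1A was at -1.29. AQP4, a water channel of the muscle fiber membrane, rose by 1.13 (SE 0.30). Of the 31 genes of RNA polymerase III, 0 rose and 0 fell in limma (0 and 0 when adjusted over the list alone, and 4 and 0 at an unadjusted p under 0.05), with a median of 0.18 (camera adjusted p = 0.042, and adjusted p = 0.32 with an estimated correlation). POLR3K, a subunit of the polymerase, was at 0.45 (SE 0.15, adjusted p = 0.20). Of 28 macrophage markers, 0 rose and 8 fell (18 lower when adjusted over the list alone), with a median of -0.66 (camera adjusted p = 2.2e-14, and adjusted p = 0.063 with an estimated correlation); in NW steers over these days 0 rose and 0 fell (0 and 12 when adjusted over the list alone, and 0 and 13 at an unadjusted p under 0.05), with a median of -0.56 (adjusted p = 0.044 with an estimated correlation). Among markers of other cells, of 19 endothelial markers 0 rose and 2 fell (8 lower when adjusted over the list alone; median -0.42, adjusted p = 0.18 with an estimated correlation), and of 31 genes of fibroblasts and the extracellular matrix 0 rose and 0 fell (0 and 11 when adjusted over the list alone, and 0 and 12 at an unadjusted p under 0.05), with a median of -0.39 (adjusted p = 0.34 with an estimated correlation). Neutrophil markers had medians of -0.49 in EW and -0.64 in NW steers (adjusted p = 0.107 and 0.061 with an estimated correlation). For lymphocyte and natural killer cell markers these were -0.28 and -0.55 (adjusted p = 0.46 and 0.103 with an estimated correlation). Of 12 neutrophil markers 3 fell in EW steers, and of 13 erythrocyte markers 0 rose and 0 fell (median 0.29). Of 26 genes of the interferon response, which lies downstream of DNA sensing, 0 rose and 0 fell (0 and 3 when adjusted over the list alone, and 0 and 6 at an unadjusted p under 0.05), and the median was -0.48 (camera adjusted p = 1.2e-04, and adjusted p = 0.32 with an estimated correlation). The count of genes fell to 2 without EW-MPN steer 3, 18 of the 20 omissions moved it by over 1.5 times, and 0 of the 5 calls named held throughout: lost were those of HSPA1A (in 15 of 20, adjusted p up to 0.56 without EW-LPN steer 2), AQP4 (in 18 of 20, adjusted p up to 0.44 without EW-MPN steer 3), HSPH1 (in 8 of 20, adjusted p up to 0.35 without EW-LPN steer 2), MEG3 (in 10 of 20, adjusted p up to 0.25 without EW-MPN steer 3) and PHGDH (in 5 of 20, adjusted p up to 0.23 without EW-MPN steer 3). The count ran from 59 to 1419 over the other settings, with 9 higher and 55 lower where arrays were centred on their median, 11 and 48 where they were scaled to one spread, and 6 and 105 in the deposited values without loess, whose median over all genes shifted by -0.13.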

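POLR3A, the largest subunit of RNA polymerase III, was at -0.080 (SE 0.23, adjusted p = 0.93) in EW steers between 187 and 354 days of age, on 5 probes averaged, and did not pass the threshold; on its probe of smallest p alone it was at 0.35. With dim probes left out, a setting chosen after seeing the data, it was at 0.47 (adjusted p = 0.038), past the threshold; over the planned settings its adjusted p ran from 0.20 to 0.9987. Its change between 78 and 187 days was -0.31 (SE 0.23, adjusted p = 0.58) in EW steers, at -0.63 (adjusted p = 0.0039) with dim probes left out and -0.60 on the probe of smallest p, both past the threshold, and -0.036 (SE 0.22, adjusted p = 0.99) in NW steers, and its wean × time interaction had an adjusted p of 0.99 (limma).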

Polymerase (RNA) III (DNA directed) polypeptide A, 155kDa (*POLR3A*) was the only DEG that could explain the inhibition of these pathways (Fig 5). 

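SCD rose by 2.81 (SE 0.40) and THRSP by 2.25 (SE 0.38) on the log2 scale in NW steers between 187 and 354 days of age. Of the 26 genes of fatty acid synthesis and desaturation, 3 rose, 0 fell and 23 did not pass (14 higher when adjusted over the list alone), with a median of 0.54 (camera adjusted p = 2.9e-11, and adjusted p = 0.0020 with an estimated correlation). Of the 28 genes of triacylglycerol synthesis and the lipid droplet, 3 rose, 0 fell and 25 did not pass (6 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.0098, but adjusted p = 0.103 with an estimated correlation, over the limit of 0.1). AGPAT2, an acyltransferase that makes phosphatidic acid for triacylglycerols and glycerophospholipids, was at 1.60 (SE 0.26, adjusted p = 0.016), CIDEA at 1.33 (SE 0.26, adjusted p = 0.054) and DGAT2 at 1.57 (SE 0.33, adjusted p = 0.073). Omissions of a steer ended the call of CIDEA (in 15 of 20, adjusted p up to 0.63 without NW-MPN steer 2), DGAT2 (in 16 of 20, adjusted p up to 0.37 without NW-LPN steer 3), THRSP (in 4 of 20, adjusted p up to 0.30 without NW-MPN steer 2) and AGPAT2 (in 3 of 20, adjusted p up to 0.22 without NW-MPN steer 2).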

In the case of NW steers between 187 and 354 days of age, Biosynthesis of unsaturated fatty acids, Fatty acid biosynthesis and Glycerophospholipid metabolism (all within the KEGG Lipid Metabolism Subcategory) were the most-impacted and activated pathways (Fig 4). Between 78 and 354 days of age, Fatty acid biosynthesis and Biosynthesis of unsaturated fatty acids were the most-impacted and activated pathways in both EW and NW, but the activation of these pathways took place at different time points (Fig 4).

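Between 78 and 354 days of age SCD rose by 3.81 (SE 0.39) in EW and 3.53 (SE 0.39) in NW steers on the log2 scale, and ELOVL6 by 3.69 (SE 0.45) and 3.16 (SE 0.45). Of the 26 genes of fatty acid synthesis and desaturation, 11 rose and 1 fell in EW steers (15 and 1 when adjusted over the list alone), and 11 rose and 0 fell in NW steers (16 and 0 when adjusted over the list alone). The medians were 0.57 and 0.65 (adjusted p = 0.0056 and 6.4e-04 with an estimated correlation). The timing differed between the groups by the interaction test: the list rose more in EW than in NW steers from 78 to 187 days (median interaction 0.32, adjusted p = 0.0031 with an estimated correlation) and less from 187 to 354 days (median interaction -0.39, adjusted p = 9.3e-04 with an estimated correlation). Of 23 adipocyte markers, 9 rose and 3 fell in EW steers and 5 rose and 2 fell in NW steers between 78 and 354 days. Their medians were 0.45 and 0.48 (adjusted p = 0.38 and 0.47 with an estimated correlation).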

When we focus on the biological processes (BP), between 78 and 187 days of age in EW steers there was a clear activation of the BP related to adipogenesis and lipogenesis (Fig 6). 

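Of 23 adipocyte marker genes, 7 rose, 2 fell and 14 did not pass in EW steers between 78 and 187 days of age (10 higher and 2 lower when adjusted over the list alone), with a median of 0.40 on the log2 scale (camera adjusted p = 0.0015, but adjusted p = 0.16 with an estimated correlation). ADIPOQ, the adipokine adiponectin, was at 3.06 (SE 0.55, adjusted p = 0.0051) and PPARG, the master regulator of adipocyte differentiation, at 1.36 (SE 0.28, adjusted p = 0.011). Of 15 genes of adipose progenitors and adipogenic regulators, 1 rose, 1 fell and 13 did not pass (3 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.95). DLK1, which keeps preadipocytes undifferentiated and is expressed in growing muscle, was at 0.67 (SE 0.16, adjusted p = 0.030), and CEBPD, an early adipogenic transcription factor, at -1.47 (SE 0.40, adjusted p = 0.056). In NW steers over the same days, 0 adipocyte markers rose and 0 fell in limma (5 and 2 when adjusted over the list alone, and 6 and 2 at an unadjusted p under 0.05), and no difference between EW and NW steers was detected in the change of the list once its correlation was estimated (median interaction 0.29, adjusted p = 0.49 with an estimated correlation). Omitting a steer ended the call of CEBPD (in 8 of 20, adjusted p up to 0.37 without EW-LPN steer 1), DLK1 (in 3 of 20, adjusted p up to 0.31 without EW-LPN steer 1), PPARG (in 2 of 20, adjusted p up to 0.21 without EW-MPN steer 1) and ADIPOQ (in 1 of 20, adjusted p up to 0.16 without EW-MPN steer 1).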

Biosynthetic process and fatty acid biosynthetic process had the highest impact, with a lower impact detected for fatty acid elongation of saturated fatty acids, long-chain fatty acid biosynthetic process and regulation of triglyceride biosynthetic process (Fig 6). Between 78 and 187 days of age in EW steers, most of the biological processes affected by weaning age that had an impact value higher than 50% of the maximum total impact were processes related to inflammation, innate immune response and lipogenesis. In contrast, in NW steers, only keratinocyte differentiation and negative regulation of cell migration had an impact level greater than 50% of the maximum (Fig 6).

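Of 39 genes of MyD88-dependent toll-like receptor and innate immune signaling, 1 rose, 1 fell and 37 did not pass in EW steers between 78 and 187 days of age (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.64). IKBKB, a kinase that activates NF-kB, was at 1.13 (SE 0.30, adjusted p = 0.051), and NFKBIA, an inhibitor of NF-kB that is itself an NF-kB target, at -1.14 (SE 0.22, adjusted p = 0.0072). Of 12 neutrophil markers, 0 rose, 3 fell and 9 did not pass (5 lower when adjusted over the list alone; adjusted p = 0.047 with an estimated correlation), with CSF3R at -1.37 (SE 0.22, adjusted p = 0.0022). Of 26 genes of the interferon response, 0 rose and 1 fell (9 lower when adjusted over the list alone; adjusted p = 0.13 with an estimated correlation). That gene was IRF1, a transcription factor induced by interferons, at -1.26 (SE 0.29, adjusted p = 0.025). Leaving out steers ended the call of IKBKB (in 5 of 20, adjusted p up to 0.42 without EW-LPN steer 1), IRF1 (in 3 of 20, adjusted p up to 0.21 without EW-LPN steer 1) and CSF3R (in 1 of 20, adjusted p up to 0.100 without EW-MPN steer 1).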

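CLIC4 and SBSN, suprabasin of the cornified epidermis, had the smallest p-values among the 18 keratinocyte marker genes in NW steers between 78 and 187 days of age, and 0 of the list rose and 0 fell in limma (0 and 0 when adjusted over the list alone, and 1 and 1 at an unadjusted p under 0.05). SBSN was at -1.10 (SE 0.39, adjusted p = 0.43), on 2 probes averaged, the brighter with a typical signal of 3.08. The median of the list was -0.046 on the log2 scale (camera adjusted p = 0.43).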

Between 187 and 354 days of age, EW steers had an inhibition of histone H3, H4-K5, H4-K8 and H4-K12 acetylation, retrograde vesicle-mediated transport from Golgi to endoplasmic reticulum, Golgi vesicle prefusion complex stabilization and organization, intra-Golgi vesicle-mediated transport, cell growth, iron-sulfur cluster assembly, and other pathways that had a lower impact value (Fig 6).

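Of 39 genes of histone acetyltransferase complexes, 0 rose and 0 fell in EW steers between 187 and 354 days of age in limma (0 and 0 when adjusted over the list alone, and 3 and 0 at an unadjusted p under 0.05), with a median of 0.10 on the log2 scale (camera adjusted p = 0.33). KAT7, which acetylates histones H3 and H4, was at 0.42 (SE 0.13, adjusted p = 0.16), ING4, a subunit of its complex, at 0.29 (SE 0.13, adjusted p = 0.32), and YEATS4, a subunit of the NuA4 complex, at 0.43 (SE 0.22, adjusted p = 0.43). Of 56 genes of the conserved oligomeric Golgi complex and Golgi transport, 0 rose and 0 fell (2 and 1 when adjusted over the list alone, and 3 and 2 at an unadjusted p under 0.05; camera adjusted p = 0.33). VTI1B, a vesicle SNARE, was at 0.41 (SE 0.13, adjusted p = 0.17), and NBAS, a factor of retrograde transport from Golgi to endoplasmic reticulum, at 0.31 (SE 0.12, adjusted p = 0.28).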

## Discussion

### Animal performance and blood metabolites

As reported previously [13], the greater initial BW for EW steers was a result of feeding of the high-grain (“finishing”) diet at an earlier age. The NW-MPN steers gained more kg of BW at the feedlot compared with other treatments because they were less efficient in terms of fat accumulation, hence, remained longer at the feedlot until reaching back-fat target end-points. Although our data cannot provide a mechanistic explanation, the fact that LPN steers ate less than MPN steers underscores a strong impact of cow plane of nutrition (LPN or MPN) on the intake of EW steers.

In non-ruminants, adiponectin is involved in regulating systemic glucose levels as well as hepatic fatty acid oxidation [14]. In a previous study, a higher adiponectin concentration was associated with a decrease in insulin sensitivity in humans [15]. The minor changes in serum insulin and glucose concentrations between 78 and 187 days of age in all steers appear to indicate an effect of adiponectin on glucose homeostasis due to its increasing levels during that period of time. Higher plasma insulin concentrations between 187 and 296 days of age are common in high-starch fed animals, and coupled with the decrease in glucose concentration during the same time-frame it suggests greater glucose uptake from the bloodstream.

### Cow plane of nutrition, weaning age and time

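The time × wean × diet interaction of SLC25A5, a mitochondrial ADP/ATP carrier, had an unadjusted p of 0.0035, and that of PLAGL1, an imprinted zinc-finger transcription factor, of 0.017. Of the 13 genes of Table 4, 12 were found on named probes, 2 of them at an unadjusted p of at most 0.05 and 0 past the threshold, with an adjusted p of 0.9999 from limma for each. The unadjusted p was 0.71 for HSBP1, which binds heat shock factor 1, and 0.93 for the homeobox factor OTX1. The study chose this list on these samples.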

The DEG affected by the interaction of cow plane of nutrition (diet), weaning age and time encompass various biological processes (Table 4). The down-regulation of *NME1* suggests a potential inhibition of dynamin-dependent fission of coated vesicles at the caveolae or lipid rafts present in adipocytes [16]. Similarly, the down-regulation of *MAPK4* due to time, diet and weaning suggests a negative effect on adipose proliferation and differentiation as reported in vitro [17]. 

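NME1, a nucleoside diphosphate kinase, had its highest fitted level at 0.38 (SE 0.17) in EW-MPN steers at 78 d and its lowest at -0.43 (SE 0.16) in EW-LPN steers at 354 d, in log2 units relative to the mean of the 12 weaning, diet and day groups. Its time × wean × diet interaction had an unadjusted p of 0.23 and did not pass the threshold in limma.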

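Table 4 lists MARK4, a microtubule affinity-regulating kinase. Its fitted levels, relative to the mean of the 12 groups, ran from -0.41 (SE 0.28) in NW-LPN steers at 354 d to 0.37 (SE 0.28) in EW-LPN steers at 78 d, and its interaction of time, weaning and diet had an unadjusted p of 0.73 (limma).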

There are some DEG for which a biological role in skeletal muscle has not, to our knowledge, been reported. Thus, further research will have to be conducted to uncover the relevance of *OR51F1*, *IMPG1*, *KIAA0232*, *KRTDAP* and *SLC25A5*.

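SLC25A5 ran from -0.64 (SE 0.16) in EW-MPN steers at 354 d to 0.50 (SE 0.16) in NW-LPN steers at 78 d around the mean of the 12 groups in log2 units. KRTDAP, a keratinocyte differentiation protein, had an unadjusted p of 0.069 for the interaction, IMPG1, a proteoglycan of the retina, of 0.79 and KIAA0232 of 0.66, in limma. IMPG1 and KRTDAP were each averaged over 2 dim probes, with typical signals of 2.45 and 1.73 for IMPG1 and of 2.45 and 6.40 for KRTDAP, whose probes went apart in LPN minus MPN steers, at 0.48 and -0.37. OR51F1 was not found on the named probes and is not analysed here.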

The change in expression of several transcription factors could reflect an overall decrease in gene transcription in LM, the overall effect of which could not be discerned in the present study. For instance, *ARID1A* associates with *E2F4* and *E2F5* and contributes to down-regulation of target promoters [18]. Up-regulation of *ARID1A* in our study could reflect a blockade of transcription potentially leading to cell cycle arrest [19] in the LM. 

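ARID1A, a subunit of the SWI/SNF chromatin remodelling complex, had a highest fitted level of 0.19 (SE 0.14) in NW-LPN steers at 78 d and a lowest of -0.19 (SE 0.14) in EW-LPN steers at 187 d relative to the mean of the 12 groups. Its interaction of time, weaning and diet had an unadjusted p of 0.53 (limma); the difference between these 2 groups was not tested by itself.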

*PLAGL1* encodes a growth suppressor protein and it shares with p53 the ability to induce both apoptosis and cell cycle arrest [20]. Therefore, the up-regulation of *PLAGL1* could be taken as an indication of LM growth inhibition (Table 4).

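PLAGL1 was highest at 0.45 (SE 0.21) in EW-LPN steers at 187 d and lowest at -0.39 (SE 0.20) in EW-MPN steers at 354 d in log2 units around the mean of the 12 groups. LPN minus MPN steers over all days gave 0.11 (SE 0.14, adjusted p = 0.91) (limma), and the interaction of time, weaning and diet did not pass after adjustment.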

The induction of *EPAS1* enhanced intracellular lipid droplet accumulation [21]. Thus, the down-regulation of *EPAS1* in the present study could have limited a pro-adipogenic response that would have increased intramuscular fat accumulation (i.e. marbling). 

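EPAS1, the hypoxia-inducible factor 2 alpha, ran from -0.58 (SE 0.15) in EW-MPN steers at 78 d to 0.43 (SE 0.15) in EW-LPN steers at 354 d, and its interaction had an unadjusted p of 0.26 in limma. With age it was at 0.43 (SE 0.17, adjusted p = 0.14) in EW and 0.20 (SE 0.17, adjusted p = 0.67) in NW steers between 78 and 354 days, and without EW-LPN steer 2 at 0.15 and 0.071. With dim probes left out, chosen after seeing the data, it was at 0.40 (adjusted p = 0.012) and 0.33 (adjusted p = 0.041).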

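BTG1, an antiproliferative protein, had fitted levels from -0.79 (SE 0.23) in EW-LPN steers at 354 d to 1.15 (SE 0.23) in EW-MPN steers at 78 d relative to the mean of the 12 groups. Its interaction of time, weaning and diet had an unadjusted p of 0.97, and between LPN and MPN steers it was at -0.30 (SE 0.16, adjusted p = 0.76) (limma).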

Although it is well-known that myocyte differentiation no longer occurs postnatally, the down-regulation of *BTG1* in LM also could have been related with intramuscular fat deposition because a previous study reported that *BTG1* has a role in regulating adipose-derived stem cell differentiation to osteocytes and myocytes [22]. Overall, the responses observed for all transcription regulators indicated a state of inhibition of cell proliferation and differentiation. It remains to be determined if those responses have a biological effect in terms of LM growth.

### Cow plane of nutrition effect

#### Adipose tissue inflammation

The LM in LPN steers had signs of an inflammatory response due to the up-regulation of signal peptide, CUB domain, EGF-like 1 (*SCUBE1*) and caspase recruitment domain family, member 14 (*CARD14*). *CARD14* interacts with T- and B- cell receptor complexes present in lipid rafts [23] and it functions to assemble these complexes at the plasma membrane to transduce distinct upstream stimuli leading to the activation of *BCL10* and nuclear factor kB (*NF-kB*) [24]. The strong up-regulation of *SCUBE1* and *CARD14* in LPN steers as compared to MPN steers suggests a localized inflammatory response due to the low plane of nutrition in utero (Table 3). 

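SCUBE1 had its highest fitted level at 0.92 (SE 0.44) in EW-LPN steers at 187 d and its lowest at -0.71 (SE 0.44) in EW-MPN steers at 187 d, around the mean of the 12 groups. CARD14, a scaffold of NF-kB signaling, was at 0.50 (SE 0.14, adjusted p = 0.57) in LPN minus MPN steers (limma), the average of a probe with a typical signal of 32.1 at -0.10 and of a dim probe with one of 2.55 at 1.09; the only probe of SCUBE1 had a typical signal of 3.46. The unadjusted p was 0.010 for SCUBE1 and 0.0026 for CARD14, and neither passed the threshold. With dim probes left out, a setting chosen after seeing the data, CARD14 was at -0.097.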

The trigger for such localized inflammatory response could be associated with expression of Dynein (*DYNLL1*). Formation of microtubule cytoskeleton is important for macrophage spreading; therefore, *DYNLL1* up-regulation in LPN steers might be one factor allowing macrophage infiltration in intramuscular fat of LM.

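DYNLL1, a light chain of dynein that moves cargo along microtubules, was at 0.41 (SE 0.11, adjusted p = 0.55) in LPN minus MPN steers. At 187 days of age it was higher in EW than in NW steers by 0.95 (SE 0.16, adjusted p = 0.025), and from 78 to 187 days it was at 0.56 (SE 0.18, adjusted p = 0.12) in EW steers on the log2 scale (limma), and at 0.27 without EW-MPN steer 1. Leaving out steers in turn ended the call at 187 days (in 4 of 20, adjusted p up to 0.35 without NW-LPN steer 3).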

#### Macrophage infiltration

Cell migration is dependent on the continuous organization of the actin cytoskeleton, which is regulated by members of the small Rho GTPase family [25]. *ARAP1* and *IQGAP1[26]* encode domains for Arf guanosine triphosphatase-activating protein (GAP) and Rho GAP [27]. The Arf family of GTP-binding proteins are regulators of membrane trafficking and actin remodeling. The actin cytoskeleton is a key mediator of cell polarization and helps direct migration of macrophages and neutrophils into tissues [28]. Together, the down-regulation of *ARAP1*, *IQGAP1* and *ART3* (which modifies the function of proteins by the addition or removal of ADP-ribose to an arginine residue) suggests an inhibition of actin cytoskeleton remodeling due to impaired ADP-ribosylation. Such response could have been associated with an inhibition of LM remodeling by macrophage infiltration in LPN steers (Table 4).

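ARAP1, an Arf GTPase-activating protein, was at -0.47 (SE 0.12, adjusted p = 0.55) in LPN minus MPN steers, ART3, an ADP-ribosyltransferase of muscle, at -0.49 (SE 0.14, adjusted p = 0.57), and IQGAP1, an actin-binding scaffold protein, at -0.10 (SE 0.088, adjusted p = 0.86) on the log2 scale. ARAP1 and ART3 lay under 0.05 before adjustment and IQGAP1 over it. None of the 3 passed the threshold in limma.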

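EHD4, an ATPase of endosomal membranes, was at 0.18 (SE 0.24, adjusted p = 0.92) in LPN minus MPN steers over the 3 days, and its unadjusted p was 0.46 (limma). The brightest of its 3 probes, with a typical signal of 192, was at 0.12, and those with typical signals of 7.42 and 15.9 at 0.58 and -0.17. Its fitted levels ran from -0.55 (SE 0.35) in NW-LPN steers at 354 d to 0.55 (SE 0.35) in NW-LPN steers at 187 d around the mean of the 12 groups.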

Despite signs of impaired innate immune response in LPN steers, the up-regulation of *EHD4* suggests a potential activation of endocytosis, perhaps of apoptotic debris from adipocyte-infiltrated macrophages [29]. *EHD4* controls receptor recycling by regulating their transport, and it co-localizes with vesicular and tubular structures, implying roles in the internalization of receptors, cytoskeletal dynamics and their transport to early endosomes [30]. The biological role of *EHD4* and the endocytosis process in LM from growing steers is still unknown.

The activation of the innate immune response in EW steers between 78 and 187 days of age appeared largely due to macrophage infiltration after LM was challenged by a greater rate of lipogenesis [29]. 

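Of 28 macrophage marker genes, 1 rose, 1 fell and 26 did not pass in EW steers between 78 and 187 days of age (2 higher and 2 lower when adjusted over the list alone), and the median was 0.029 on the log2 scale (camera adjusted p = 0.9995). FCGR3A, the low-affinity Fc gamma receptor, was at 1.06 (SE 0.27, adjusted p = 0.045), on a probe with a typical signal of 13.2, and FCER1G, the signaling chain shared by Fc receptors, at -0.69 (SE 0.19, adjusted p = 0.058). TYROBP, an adaptor of myeloid receptors, was at -0.58 (SE 0.20, adjusted p = 0.14). No difference between EW and NW steers was detected in this change of the list (camera adjusted p = 0.97). Omitting a steer ended the call of FCER1G (in 12 of 20, adjusted p up to 0.32 without EW-LPN steer 1) and FCGR3A (in 5 of 20, adjusted p up to 0.23 without EW-MPN steer 1).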

One of the first symptoms of inflammation in adipose tissue is hypoxia (i.e. due to a high degree of cell proliferation, oxygen availability does not supply cell requirements), leading to deregulated production and secretion of adipocytokines [31]. Thus, at a certain point during the fattening period, hyperplastic fat depots and inflammation could potentially reduce the capacity of adipose tissue for lipid storage and secretion of adipokines [32].

The inhibition of the receptor for Fc fragment of IgA (*FCAR* or *CD89*), which is expressed on immune cells (i.e. macrophages), suggests an inhibition of the immune response in LPN steers compared with MPN. 

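FCAR was lowest at -1.05 (SE 0.23) in NW-LPN steers at 354 d and highest at 0.81 (SE 0.23) in EW-MPN steers at 78 d in log2 units around the mean of the 12 groups, with a typical signal of 12.6. The unadjusted p of its LPN minus MPN difference was 3.5e-04, which did not pass after adjustment in limma. Of 28 macrophage markers, 0 were higher and 0 lower in LPN than in MPN steers (0 and 0 when adjusted over the list alone, and 0 and 1 at an unadjusted p under 0.05), with a median of -0.038 (camera adjusted p = 0.34).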

IgA binds to *FCAR* and forms a complex that initiates a downstream cascade of events that trigger a variety of inflammatory responses including phagocytosis, release of inflammatory cytokines, and oxidative burst [33]. The down-regulation of *KRT74* could have decreased the formation of keratinocyte-derived chemokines which are highly expressed in preadipocytes [34]. 

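KRT74, a keratin of the hair follicle, was at -0.31 (SE 0.19, adjusted p = 0.79) in LPN minus MPN steers, with an unadjusted p of 0.12 (limma). This is the average over 3 dim probes, with typical signals of 2.74, 2.65 and 2.45, which were at -0.28, -0.91 and 0.26. Of 31 cytokine and chemokine genes, 0 were higher and 0 lower (0 and 0 when adjusted over the list alone, and 0 and 1 at an unadjusted p under 0.05; camera adjusted p = 0.90), with CXCL8, a chemokine that attracts neutrophils, at -0.71 (SE 0.26, adjusted p = 0.67).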

Although they do not have an effect on adipogenesis, they induce adipocyte expression of inflammatory factors such as *IL1*, *IL6*, and *TNF* [34].

Insulin insensitivity could be a consequence of oxidative stress. In healthy animals, long-chain fatty acid infusions cause an increase in oxidative stress and insulin resistance that is reversed by the administration of antioxidants such as glutathione [35]. Glutathione S-transferase, alpha 4 (*GSTA4*) is involved in detoxification and protection of cells against chemical and oxidative stress [36]. *GSTA4* catalyzes the detoxification of hydroxynonenal (HNE) and related lipid peroxides by conjugation to glutathione (GSH) [37]. The down-regulation of *GSTA4* in LPN compared with MPN steers suggests they were not undergoing an overt oxidative stress condition despite the predicted increase hypertrophy and hyperplasia of adipocytes in LM due to the higher energy intake.

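GSTA4 was at 0.27 (SE 0.10, adjusted p = 0.67) in LPN minus MPN steers, with an unadjusted p of 0.014 (limma). Its highest fitted level was 0.37 (SE 0.15) in EW-LPN steers at 354 d and its lowest -0.40 (SE 0.15) in EW-MPN steers at 78 d around the mean of the 12 groups. Of the 31 genes of glutathione and xenobiotic metabolism, 0 were higher and 0 lower (5 and 2 when adjusted over the list alone, and 6 and 2 at an unadjusted p under 0.05), with a median of 0.077 on the log2 scale (camera adjusted p = 0.14). GPX7 was at 0.58 (SE 0.18, adjusted p = 0.59) and MGST1 at 0.60 (SE 0.20, adjusted p = 0.64).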

#### Glucocorticoid receptors

Mitochondrial glucocorticoid receptor (GR) regulates some enzymes with specific roles in the oxidative phosphorylation pathway [38]. In the absence of glucocorticoids, the glucocorticoid receptor (GR) resides in the cytosol (inactive) complexed mainly with heat shock protein 90 (hsp90) and heat shock protein 70 (hsp70) [39]. The translocase of outer mitochondrial membrane 34 (*TOMM34*) has a tetratricopeptide repeat domain (TPR1) that specifically binds Hsp70. *TOMM34* represents a novel scaffolding co-chaperone of Hsp70 and Hsp90, which may facilitate Hsp70/Hsp90 cooperation during protein folding or to keep the complex in an unfolded mitochondrial protein import-compatible state [40]. The up-regulation of *TOMM34* in LPN compared with MPN steers might have enhanced the role of GR in maintaining normal mitochondrial functions (i.e. oxidative phosphorylation) even under oxidative stress conditions (Table 3).

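TOMM34, a cytosolic co-chaperone of mitochondrial import, was at 0.071 (SE 0.14, adjusted p = 0.95) in LPN minus MPN steers (limma), as the average of 3 probes. The brightest, with a typical signal of 131, was at 0.37 (adjusted p = 0.55), and those with typical signals of 38.5 and 3.31 were at -0.078 and -0.081. Of 45 genes of oxidative phosphorylation, 0 were higher and 0 lower (0 and 0 when adjusted over the list alone, and 2 and 0 at an unadjusted p under 0.05), with a median of 0.059 on the log2 scale (camera adjusted p = 0.036, but adjusted p = 0.79 with an estimated correlation). UQCRH, a subunit of complex III, was at 0.29 (SE 0.13, adjusted p = 0.72).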

#### Regulation of transcription

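EPC1, a subunit of the NuA4 histone acetyltransferase complex, was at -0.14 (SE 0.090, adjusted p = 0.80) in LPN minus MPN steers, with an unadjusted p of 0.13 (limma). Of its probes, the one with a typical signal of 50.4 was at -0.31 (adjusted p = 0.57) and the other, with one of 47.0, at 0.023 (adjusted p = 0.98). Its fitted levels ran from -0.27 (SE 0.13) in EW-LPN steers at 187 d to 0.25 (SE 0.13) in EW-MPN steers at 78 d around the mean of the 12 groups.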

The overall process of gene transcription could have been affected by the cow plane of nutrition by means of changes in expression of 3 DEG: hepatic leukemia factor (*HLF*), nuclear receptor subfamily 2, group C, member 2 (*NR2C2*) and enhancer of polycomb homolog 1 (*EPC1*). 

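HLF, a PAR bZIP transcription factor with circadian expression in several tissues, was at 0.44 (SE 0.20, adjusted p = 0.72) in LPN minus MPN steers, with an unadjusted p of 0.038 (limma), the average of dim probes with typical signals of 8.24 at 0.67 and of 7.75 at 0.21. It was highest at 0.63 (SE 0.29) in EW-LPN steers at 354 d and lowest at -0.51 (SE 0.29) in NW-MPN steers at 78 d in log2 units around the mean of the 12 groups.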

The knockdown of *HLF* significantly reduced lipid content in Drosophila[41], thus, the up-regulation of *HLF* in LPN steers as compared to MPN steers could have been associated with differences in intramuscular fat deposition (Table 3). Because *NR2C2* can act as a negative regulator of the retinoid signaling pathway [42], the down-regulation of *NR2C2* in LPN steers as compared to MPN steers could have played a role in the overall control of intramuscular fat deposition (Table 3). 

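NR2C2, the orphan nuclear receptor TR4, was at -0.17 (SE 0.12, adjusted p = 0.82) in LPN minus MPN steers, and its unadjusted p of 0.18 was above 0.05 (limma). The brightest of its 4 probes, with a typical signal of 36.0, was at -0.29 (adjusted p = 0.55); the others were at -0.14, -0.33 and 0.088. Between 78 and 187 days of age it was at -0.13 (SE 0.20, adjusted p = 0.82) in EW and -0.30 (SE 0.20, adjusted p = 0.77) in NW steers, in the latter at -0.49 (adjusted p = 0.032) with dim probes left out, a setting chosen after seeing the data.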

*EPC1* is part of a core repressor complex, with *E2F6* and *DP1*. In proliferating cells, *EZH2* binds to *EPC1* [43]. *EZH2* has histone methyltransferase activity and it was proven to elicit a pro-adipogenic effect [44]. Overall, these data suggest that at the transcriptional level a low maternal plane of nutrition favored intramuscular fat development in the offspring (Table 3).

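Of 23 adipocyte markers, 0 were higher and 0 lower in LPN than in MPN steers in limma (0 and 0 when adjusted over the list alone, and 0 and 0 at an unadjusted p under 0.05). Their median was 0.070 and their mean -0.00051 on the log2 scale, which differ in sign (camera adjusted p = 0.90). Of 15 genes of adipose progenitors and adipogenic regulators, 0 were higher and 0 lower (0 and 0 when adjusted over the list alone, and 1 and 0 at an unadjusted p under 0.05; camera adjusted p = 0.90). CFD, the adipokine adipsin, was at -0.25 (SE 0.12, adjusted p = 0.73), PNPLA2, the adipose triglyceride lipase, at -0.28 (SE 0.14, adjusted p = 0.75), and DLK1 at 0.24 (SE 0.10, adjusted p = 0.69). From the genes of Table 3 the paper proposes a transcriptional program in LPN offspring that favors intramuscular fat.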

#### Lipid metabolism

Lipid metabolism was affected by cow plane of nutrition by means of the up-regulation in LPN steers of ATP citrate lyase (*ACLY*) and the slight down-regulation of 1-acylglycerol-3-phosphate O-acyltransferase 6 (*AGPAT6*). 

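ACLY, which makes cytosolic acetyl-CoA from citrate, was at 0.13 (SE 0.15, adjusted p = 0.90) in LPN minus MPN steers, with an unadjusted p of 0.39, as the average of 4 probes. Those with typical signals of 236 and 239 were at 0.39 each (adjusted p = 0.68 and 0.67), and the dim ones, with typical signals of 7.45 and 2.99, at -0.27 and 0.020. GPAT4, the current name of AGPAT6, a glycerol-3-phosphate acyltransferase of the endoplasmic reticulum, was at -0.18 (SE 0.095, adjusted p = 0.76), with an unadjusted p of 0.077 (limma), as the average of 3 probes; those with typical signals of 1104 and 106 were at -0.23 each (adjusted p = 0.59 and 0.73) and a dim one, with a typical signal of 13.0, at -0.071.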

The former is a key link between the metabolism of carbohydrates and the production of fatty acids [45] The role of AGPTA6 is to esterify the acyl-group from acyl-ACP to the sn-1 position of glycerol-3-phosphate, thus, participating in triacylglycerol synthesis [46]. In ruminant adipose tissue, ACLY activation (together with NADP-malate dehydrogenase) provides the necessary NADPH for fatty acid production from lactate [45]. Taken together, fatty acid metabolism in LM of LPN steers seems to have been more active in terms of lipogenesis. It also is possible that down-regulation of *AGPAT6* is a factor precluding normal triacylglycerol synthesis in steers with sub-optimal nutrition in utero.

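In LPN compared with MPN steers, 0 of the 26 genes of fatty acid synthesis and desaturation were higher and 0 lower in limma (0 and 0 when adjusted over the list alone, and 4 and 1 at an unadjusted p under 0.05), with a median of 0.080 on the log2 scale (camera adjusted p = 0.15). SREBF1, the transcription factor that drives lipogenic genes, was at -0.32 (SE 0.10, adjusted p = 0.61), HACD3, a dehydratase of fatty acid elongation, at 0.28 (SE 0.10, adjusted p = 0.66), and THRSP at 0.56 (SE 0.23, adjusted p = 0.69). Of 28 genes of triacylglycerol synthesis and the lipid droplet, 0 were higher and 0 lower (0 and 0 when adjusted over the list alone, and 2 and 1 at an unadjusted p under 0.05; camera adjusted p = 0.44), with LPIN1, a phosphatidate phosphatase, at -0.52 (SE 0.22, adjusted p = 0.72).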

### Weaning age and time effect

In the present study, the activation of the fatty acid biosynthetic process soon after early weaning confirmed the anabolic effect of feeding a high-grain diet at a young age. In contrast, only after the NW steers joined the EW steers at the feedlot (around 187 days of age) their LM had an activation of these metabolic pathways (Fig 6). Thus, high-dietary grain at an early age is a consistent trigger of adipogenesis and lipogenesis.

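At 187 days of age, around when NW steers joined EW steers at the feedlot, 18 genes were higher and 2 lower in EW than in NW steers. SCD was higher by 2.27 (SE 0.35, adjusted p = 0.012), FASN by 1.56 (SE 0.27, adjusted p = 0.027) and THRSP by 1.83 (SE 0.33, adjusted p = 0.034) on the log2 scale, and of the 26 genes of fatty acid synthesis and desaturation 3 were higher and 0 lower (10 higher when adjusted over the list alone; adjusted p = 0.0050 with an estimated correlation). HSPH1 was higher by 2.19 (SE 0.40, adjusted p = 0.039) and DNAJA1, another chaperone, by 1.65 (SE 0.30, adjusted p = 0.039). Of 23 adipocyte markers 0 were higher and 0 lower in limma (0 and 0 when adjusted over the list alone, and 1 and 2 at an unadjusted p under 0.05; camera adjusted p = 0.45). At 78 and 354 days 0 genes differed between the groups in limma, with 638 genes at an unadjusted p of at most 0.05 on each of these days. From 187 to 354 days THRSP changed less in EW than in NW steers, by -2.53 (SE 0.40, adjusted p = 0.046). From the order of these changes, soon after early weaning in EW steers and after the move to the feedlot in NW steers, the paper reasons to dietary grain as their trigger. The count at 187 days fell to 0 without EW-LPN steer 3, 12 of the 20 omissions moved it by over 1.5 times, and it ran from 7 to 210 over the other settings; calls named here were lost for THRSP (at 187 days in 7 of 20, adjusted p up to 0.51 without NW-LPN steer 3; in the interaction from 187 to 354 days in 10 of 20, adjusted p up to 0.38 without EW-MPN steer 4), DNAJA1 (in 8 of 20, adjusted p up to 0.43 without NW-LPN steer 3), FASN (in 6 of 20, adjusted p up to 0.43 without NW-LPN steer 3), HSPH1 (in 9 of 20, adjusted p up to 0.35 without NW-LPN steer 3) and SCD (in 5 of 20, adjusted p up to 0.34 without NW-LPN steer 3).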

#### Innate immune response

The transcriptome response between 78 and 187 days of age revealed a clear activation of the innate immune system within LM in EW compared with NW steers. It is noteworthy that none of the EW steers biopsied had to be treated for bovine respiratory disease as compared to the herd from where these biopsied steers were selected[8]. Therefore, the overall activation of the innate immune response in LM of EW steers might have been a normal response to the greater dietary energy, i.e. more nutrient availability to cells (Fig 6). 

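For 5 lists of immune genes, no difference between EW and NW steers was detected in the change from 78 to 187 days of age once the correlation was estimated. The median interaction was -0.014 on the log2 scale for MyD88-dependent and innate immune signaling (camera adjusted p = 0.84), -0.013 for cytokines and chemokines (camera adjusted p = 0.90) and -0.50 for the interferon response (camera adjusted p = 5.8e-05, but adjusted p = 0.41 with an estimated correlation). For lymphocyte and natural killer cell markers it was -0.39 (camera adjusted p = 0.0095, but adjusted p = 0.44 with an estimated correlation). For neutrophil markers, whose median changes sign with the scaling of the arrays, the camera adjusted p was 0.72. FCGR3A had an interaction of 1.06 (SE 0.29, adjusted p = 0.44) and CD8A, a coreceptor of cytotoxic T cells, of -1.30 (SE 0.34, adjusted p = 0.39), and neither passed in limma.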

Normal activation of the innate immune response is exerted when fat depots reach a plateau in which excessive hyperplasia and hypertrophy and diminished oxygen availability inhibit adipogenesis and increase lipolysis and fatty acid release [47].

Among the innate immune pathways affected, the activation of the MyD88-dependent toll-like receptor signaling pathway in EW steers between 78 and 187 days of age denotes an inflammatory response potentially elicited by circulating cytokines acting within LM in a MyD88-dependent manner [48]. 

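MYD88, the adaptor of most toll-like receptors, was at 0.11 (SE 0.26, adjusted p = 0.89) in EW steers between 78 and 187 days of age, TLR4, the receptor for lipopolysaccharide, at -0.19 (SE 0.20, adjusted p = 0.72), and CD14, its coreceptor, at 0.018 (SE 0.18, adjusted p = 0.98) (limma). IRAK1, the kinase recruited by MYD88, was at 0.55 (SE 0.22, adjusted p = 0.24). The interaction of weaning and time over these days was 0.20 (SE 0.27, adjusted p = 0.97) for MYD88 and -0.049 (SE 0.21, adjusted p = 0.99) for TLR4. On the probe of smallest p alone MYD88 was at -0.41 and CD14 at -0.56, and with dim probes left out, chosen after seeing the data, at -0.41 and -0.14. MYD88, TLR4 and CD14 are singled out as members of the receptor pathway, a choice made after their values were seen.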

There is previous evidence demonstrating that chronic feeding of high-starch diets could increase the circulating concentration of endotoxin/LPS which can then trigger a pro-inflammatory response by tissue-associated immune cells [49],[50]. Another sign of the activation of the innate immune response in EW steers was the activation of the JNK cascade which is an intermediary molecule in the cascade of events leading to the synthesis of cytokines. 

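MAPK8, which encodes JNK1, was at -0.39 (SE 0.18, adjusted p = 0.29) in EW and 0.24 (SE 0.17, adjusted p = 0.82) in NW steers between 78 and 187 days of age, with an interaction of -0.63 (SE 0.19, adjusted p = 0.56) and an unadjusted p of 0.0033 (limma). MAPK9, which encodes JNK2, was at -0.036 (SE 0.12, adjusted p = 0.93) and MAP2K4, a kinase that activates both, at -0.29 (SE 0.17, adjusted p = 0.45) in EW steers. None of these values passed the threshold. With dim probes left out, chosen after seeing the data, MAPK8 was at -0.66 (adjusted p = 0.0044) in EW and -0.34 (adjusted p = 0.24) in NW steers, which turns the sign in NW steers, with an interaction of -0.32 (adjusted p = 0.55); on its probe of smallest p alone it was at -0.66 (adjusted p = 0.028) in EW and 0.76 (adjusted p = 0.53) in NW steers, with an interaction of -1.08 (adjusted p = 0.57). The choice of the 3 genes was made after their values were seen.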

JNK is one of the four well-characterized subfamilies of MAP kinases (MAPKs) [51]. MAPKs phosphorylate transcription factors and other targets to regulate gene transcription and immune responses.

A pseudo-inflammatory state because of infiltration of tissues by immunoreactive cells such as macrophages, lymphocytes, eosinophils, and mast cells triggers the release of inflammatory mediators such as interleukins [52]. IL-6 production activates B cell differentiation into plasma cells that are responsible for antibody secretion. IL-17 maintains cytokine production and IL-23 has a role in the maintenance of IL-17 producing cells [53] (Fig 6). Taken together with the positive regulation of interleukin production (*IL6*, *IL17* and *IL23* specifically) in EW steers between 78 and 187 days of age, the present data suggest that activation of lymphocyte proliferation and positive regulation of cytokines and interleukins are normal mechanisms that contribute to adipose tissue expansion. 

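IL6 was at -0.50 (SE 0.39, adjusted p = 0.60) in EW steers between 78 and 187 days of age, IL17A at 0.084 (SE 0.52, adjusted p = 0.97) and IL23A, the specific subunit of IL-23, at -0.024 (SE 0.42, adjusted p = 0.99) (limma). The typical signals of their brightest probes were 2.34, 1.86 and 13.2, so changes of these genes could be measured only poorly in LM. Of 31 cytokine and chemokine genes, 0 rose and 0 fell (0 and 0 when adjusted over the list alone, and 1 and 0 at an unadjusted p under 0.05; camera adjusted p = 0.49). CCL2, a chemokine that attracts monocytes, was at 1.24 (SE 0.64, adjusted p = 0.38). Of 24 lymphocyte and natural killer cell markers, 1 rose, 0 fell and 23 did not pass (1 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.49).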

The present study confirms the existence of an innate immune response in LM of EW steers after weaning likely due to increased intramuscular fat accumulation.

Microsomal glutathione S-transferase 1 (*MGST1*) transcription, similar to some glutathione peroxidases, also is susceptible to oxidative stress [54]. 

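MGST1, a membrane-bound glutathione transferase, had a wean × time interaction with an adjusted p of 0.096 (limma). It rose by 2.47 (SE 0.33, adjusted p = 4.9e-04) in EW steers between 78 and 187 days of age on the log2 scale, and from 187 to 354 days it was at 1.44 (SE 0.33, adjusted p = 0.11) in NW steers. At 187 days it was higher in EW than in NW steers by 1.51 (SE 0.29, adjusted p = 0.045), and from 78 to 354 days it rose by 2.22 (SE 0.33, adjusted p = 6.9e-04) in NW steers. Omissions of a steer ended the interaction call (in 18 of 20, adjusted p up to 0.76 without EW-MPN steer 3) and the call at 187 days (in 11 of 20, adjusted p up to 0.68 without EW-MPN steer 3).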

In the present study, *MGST1* appears particularly important in the LM response to weaning because the bioinformatics analysis indicates that it influences several pathways in NW steers between 78 and 187 days of age (Fig 5). Among these pathways, those related to glutathione metabolism and cytochrome P450 had a slight inhibition in NW steers (Figs 4 and 5). In contrast, it is plausible that activation of these pathways in EW steers was related to the initial stages of an inflammatory process due to the earlier deposition of fat during the growing phase [29].

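Between 187 and 354 days of age, 0 of the 31 genes of glutathione and xenobiotic metabolism rose and 0 fell in NW steers in limma (1 and 0 when adjusted over the list alone, and 8 and 1 at an unadjusted p under 0.05), with a median of 0.14 on the log2 scale (camera adjusted p = 0.0098, and adjusted p = 0.042 with an estimated correlation). GSTK1, a glutathione transferase of mitochondria and peroxisomes, was at 0.76 (SE 0.26, adjusted p = 0.34). From 78 to 354 days 3 rose and 0 fell in NW steers (8 higher when adjusted over the list alone; adjusted p = 0.0077 with an estimated correlation), among them GSTT1 at 0.86 (SE 0.19, adjusted p = 0.015) and GSTO1 at 0.70 (SE 0.16, adjusted p = 0.016). Leaving out steers ended the call of GSTO1 (in 3 of 20, adjusted p up to 0.24 without NW-MPN steer 3) and GSTT1 (in 2 of 20, adjusted p up to 0.18 without NW-MPN steer 3).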

#### Myogenesis and adipogenesis

Chloride intracellular channel 4 (*CLIC4*) downregulation likely was responsible for the inhibition in NW steers of keratinocyte differentiation and negative regulation of cell migration between 78 and 187 days of age (Fig 6). 

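CLIC4 was at 0.32 (SE 0.14, adjusted p = 0.55) in NW steers between 78 and 187 days of age and did not pass, and it rose by 0.94 (SE 0.14, adjusted p = 8.9e-04) in EW steers over the same days on the log2 scale. From 187 to 354 days it fell in EW steers, at -0.56 (SE 0.14, adjusted p = 0.078), and at 187 days it was higher in EW than in NW steers by 0.62 (SE 0.12, adjusted p = 0.045) (limma). The interaction from 78 to 187 days was 0.62 (SE 0.15, adjusted p = 0.24). Omitting a steer ended the call at 187 days (in 14 of 20, adjusted p up to 0.54 without NW-LPN steer 3) and the call in EW steers from 187 to 354 days (in 19 of 20, adjusted p up to 0.31 without EW-MPN steer 3).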

*CLIC4* is considered a growth inhibitory protein, which in vivo is located in the nucleus. By altering the Cl^-^ and pH of the nucleus *CLIC4* contributes to cell cycle arrest and the specific gene expression program associated with conversion of fibroblasts into myofibroblasts [55]. The fact that keratinocyte differentiation was the biological process with the highest impact in NW steers between 78 and 187 days of age supports a role for *CLIC4* in LM. However, because the LM biopsy likely contained a combination of myocytes and adipocytes also could mean that *CLIC4* is important in the overall process that inhibits cell differentiation that could control muscle and fat growth in young steers.

#### Epigenetic regulation of transcription

Contrary to the precocious response in EW steers between 78 and 187 days of age, the LM of NW steers had a marked activation of the lipogenic biological processes between 187 and 354 days of age (Fig 6). 

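FASN rose by 1.54 (SE 0.31, adjusted p = 0.059) on the log2 scale in NW steers between 187 and 354 days of age. In EW steers over the same days it was at -0.30 (SE 0.31, adjusted p = 0.76), and of the 26 genes of fatty acid synthesis and desaturation 0 rose and 0 fell in limma (0 and 0 when adjusted over the list alone, and 0 and 1 at an unadjusted p under 0.05; camera adjusted p = 0.90). The interaction over these days was -1.83 (SE 0.32, adjusted p = 0.066) for FASN and -2.38 (SE 0.42, adjusted p = 0.066) for SCD. Of 23 adipocyte markers, 0 rose and 0 fell in NW steers (1 and 0 when adjusted over the list alone, and 4 and 2 at an unadjusted p under 0.05; camera adjusted p = 0.49). Calls named here were lost for FASN (in the interaction from 187 to 354 days in 16 of 20, adjusted p up to 0.48 without EW-MPN steer 4; in NW steers from 187 to 354 days in 16 of 20, adjusted p up to 0.44 without NW-MPN steer 2) and SCD (in 18 of 20, adjusted p up to 0.48 without EW-MPN steer 4).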

In fact, during the same time-frame EW steers appeared to experience a “slow-down” in the regulation of transcription through inhibition of histone acetylation, which is an epigenetic-regulated process [56]. In our study, EW steers had an inhibition of histone H3 and H4 acetylation. The inhibition of histone H4-K5 acetylation is catalyzed by the enzyme encoded by *KAT5* and the CBP/p300 protein [57]. 

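KAT5, the catalytic subunit of the NuA4 complex, was at -0.090 (SE 0.24, adjusted p = 0.93) in EW steers between 187 and 354 days of age, and CREBBP, which encodes CBP, at -0.14 (SE 0.19, adjusted p = 0.82) (limma). Neither passed the threshold, and KAT5 ran from -0.31 to 0.22 over the omissions of each steer, its sign turning without EW-LPN steer 2. With dim probes left out, a setting chosen after seeing the data, KAT5 was at -0.39 (adjusted p = 0.093). EP300 was not found on the named probes and is not analysed here.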

Regulation of acetylation by CBP/p300 has been related to an autoimmune response [58] suggesting that in our study transcriptional inhibition might have been triggered by the activation of the innate immune response between 78 and 187 days of age in EW steers (Fig 6). Histone H4-K8 acetylation and histone H4-K12 acetylation also were inhibited in EW steers between 187 and 354 days of age.

#### Lipid droplet formation

Nascent lipid droplets are secreted and transported from the endoplasmic reticulum (ER) to the Golgi apparatus [59]. The transport of lipid droplets requires the localization and activity of proteins that create ER exit sites, coat proteins to collect cargo and to change membrane's shape into a transport container, and address tags (SNARE proteins) to target the vesicles specifically to the Golgi apparatus. ER export factors, SNAREs, and misfolded proteins used during the release of lipid droplets must be retrieved from the Golgi to the ER again [60]. If this process is impaired, Golgi vesicle pre-fusion complex stabilization occurs (Fig 6). Lipid droplet dynamics, trafficking and dispersion was demonstrated to be produced by homotypic fusion between lipid droplets using SNAREs [61]. 

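ARF4, a small GTPase of Golgi and endosome transport, was at -0.54 (SE 0.16, adjusted p = 0.15) in EW steers between 187 and 354 days of age, and GOLGA4, a golgin of the trans-Golgi network, at 0.70 (SE 0.20, adjusted p = 0.12) (limma). The Golgi list as a whole had a median interaction of 0.010 on the log2 scale for EW minus NW steers over these days (camera adjusted p = 0.66).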

The inhibition of translocation of resident proteins from the Golgi to the ER, and endosomal trafficking to the biosynthetic/secretory compartments (so called retrograde trafficking) [62] between 187 and 354 days of age in EW steers potentially led to a diminished intra-Golgi vesicle-mediated transport (Fig 6). If such events occurred it might have led to reduced lipid droplet formation, hence, lower marbling in LM of EW steers.

## Conclusions

Cow plane of nutrition during the last 105 days of gestation resulted in modest changes in the offspring longissimus muscle transcriptome. Among these genes the bioinformatics analysis revealed an inflammatory process in offspring born from cows with access to higher plane of nutrition. The greater intramuscular lipogenic response in those steers contributed to the effect. Irrespective of maternal nutrition, early weaning induced a robust activation of the lipogenic program accompanied by activation of the innate immune system. The latter also was related to the greater lipogenesis during the growing phase. Subsequently, during the finishing phase, alterations of genes in the Golgi complex organization suggest an inhibition of lipid droplet formation potentially diminishing intramuscular fat accumulation in the steers.

When only genes affected by weaning age are considered, the inflammatory response detected at the end of the growing phase in early-weaned steers was similar to that observed when evaluating DEG affected by cow plane of nutrition; in that case with signs of adipose tissue inflammation for both, MPN and LPN steers. These mechanisms were more pronounced in early-weaned steers from cows fed low plane of nutrition probably because of the lower intramuscular fat (marbling) scores. Overall, results from this work underscore the need to conduct further studies to understand better the functional outcome of the transcriptome changes. Additional knowledge on molecular and functional outcomes induced by the combination of prenatal and postnatal nutritional management would help produce more efficient beef cattle and higher quality beef.

How the deposited data were processed for this re-analysis (not part of the article)

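LM biopsies of 20 steers at 78, 187 and 354 days of age were compared on 30 two-colour Agilent bovine arrays, with 5 steers in each of the 4 groups of weaning age and cow plane of nutrition, so that the 60 samples were each hybridised once, 30 labelled with Cy3 and 30 with Cy5. The authors deposited a log2 ratio of the 2 dye signals of each array for 43653 probes, with 0 missing values. The methods of the paper name Lowess normalization and array centering for its statistics. The deposited log2 ratios carry neither: the array medians run from 0 to 0.79, 7 arrays have a median over 1 among their dimmest probes (the lowest 25% by typical signal), and 98.9% of the values equal, within 6e-10, the log2 of a ratio of whole numbers whose product is under 100000000 (2.53% after each value was shifted at random by up to 0.01). The whole numbers recovered in this way are in lowest terms, without any factor common to both channels, and gave the typical signal of each probe as a lower bound, 17.3 at the median and 109 at the 75th percentile; 49.0% of the probes lie under 16 and 58.6% under 32, 6.23% of the values are exactly 0, and 23.8% reduce to a ratio with 1 in a channel. Background method, scanner software and the dye in the numerator of the ratio are not given in the sources used here; the sample titles name the Cy3 sample first, joined by a hyphen to the Cy5 sample.

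The plan was to fit the log ratios as deposited. Since they were not normalized, a loess curve (span 0.3) of the ratio against the typical signal of the probe was removed within each array, and the deposited values became an alternative, a change made after the values were seen. Probes were named from the platform annotation with accessions and symbols updated through a table of current gene names for the assembly ARS-UCD2.0, used for names alone: 26084 probes were named by accession, 5871 by symbol, 141 by an older symbol, 19 kept the symbol of the array, and 11538 are unnamed here; 2100 symbols were updated and no probe had more than 1 gene. Probes of a gene were averaged, which gave 15307 genes and, with the unnamed probes, 26845 features.

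The model held a dye term and differences among the 12 groups of weaning age, diet and day, which left 18 residual degrees of freedom (limma 3.58.1 in R 4.3.3, with 2.28 prior degrees of freedom). Steer entered as a random effect through 1 ratio of variances, estimated by REML over all features at 0.04; the array effect cancels in the ratio. The steers' samples on the 3 days come from the same animal, which is where the pairing comes from. Tests were F tests for terms with 2 degrees of freedom and moderated contrasts otherwise, with Benjamini-Hochberg adjustment over all features, at an uncorrected P of at most 0.05 and an FDR of at most 0.1. For 38 gene lists the shift was tested with limma's camera at a preset correlation of 0.01 and again with an estimated one, and counts of members were given over all features and over the list alone. Named genes follow a rule fixed in advance: the genes of the tables, figures and text of the paper, values of which had been seen in its tables, the 10 largest rises and 10 largest falls of each comparison with the same sign in both levels of the factor averaged over (the 10 smallest p-values for F tests), and up to 4 members of smallest p in each list. The tests were tried on simulated data with known changes first. Intervals and p-values rest on the spread of the arrays around the fitted groups, with 5 steers per group. Leaving out a steer removes each array that holds it, 2 or 3 of the 30, and with them 1 or 3 samples of other steers, so such an omission does not show the weight of 1 animal alone.

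The direction of the ratio was taken as Cy3 over Cy5 after the values had been seen, against a rule set in advance that withheld a direction unless all anchors went one way: 32 of 33 genes of Table 3 had its sign (slope 0.49), FASN, SCD and PCK2 were higher in EW steers at 187 than at 78 days, as the paper has them, and adipocyte markers were higher at 354 than at 78 days, but the cell cycle and extracellular matrix lists did not fall. With Cy5 over Cy3 every sign turns. The labels of 2 NW steers name LPN at 78 days and MPN later; MPN was used, following the design of the paper. Alternatives were the fit without steer, a variance ratio per gene with an ordinary F test, arrays centred on the median or scaled to one spread, probes tested singly, a value on at least 24 arrays, the labelled diet, the 2 arrays left out, array weights, estimated correlations and fry for lists, and the omission of each steer; the deposited values without loess, the fit first planned, became an alternative and a minimum typical signal of 32 was added after seeing the data. Values per sample, blood metabolites, RT-qPCR and carcass traits were not analysed here. Also used were data.table 1.17.8, python 3.11.15, numpy 2.4.6, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.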

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

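The tests of the adipocyte, blood and acute stress explanations and of the loess correction were chosen only after the results they bear on were seen; the interaction tests, the gene lists and the moving of labels were planned, but what the moved labels would give was written down only after their counts were seen. The whole numbers behind the ratios were recovered in lowest terms, without the factor common to both channels, so there are no values per sample and outlying samples of a group were not sought.

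For 10 genes the wean × time interaction over the 3 days passed the threshold, and 8 of them, all but MGST1 (adjusted p = 0.14) and DYNLL1 (adjusted p = 0.14), also passed in the contrast from 78 to 187 days. In that contrast the genes of lipid synthesis and droplets had differences between EW and NW steers on the log2 scale of 2.65 for SCD, 2.59 for THRSP, 2.06 for FASN, 1.97 for DGAT2 and 1.43 for CIDEA. The others were GSTT2 at 2.03, MGST1 at 1.69, CRELD2 at 1.32, PCK2 at 1.25 and DYNLL1 at 0.96. In limma, 0 genes passed the interaction test without any 1 of EW-LPN steer 3, EW-MPN steer 2, EW-MPN steer 3, EW-MPN steer 4, NW-LPN steer 2, NW-LPN steer 3 and NW-MPN steer 4, 819 having an unadjusted p of at most 0.05 among all steers.

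Whole gene lists differed between EW and NW steers in their change as well, by camera with both a preset and an estimated correlation. From 78 to 187 days the median difference was 0.32 for fatty acid synthesis and desaturation and 0.21 for triacylglycerol synthesis and the lipid droplet. From 187 to 354 days it was -0.39 and -0.16 for the same lists, -0.11 for glutathione and xenobiotic metabolism, -0.23 for amino acid synthesis and the ATF4 response, and -0.44 for heat shock and immediate early genes.

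Other lists moved that the paper does not discuss for the comparison. Between 78 and 187 days the medians in EW steers were -0.44 for oxidative phosphorylation, -0.33 for the tricarboxylic acid cycle, -0.27 for fatty acid oxidation and -0.44 for neutrophil markers, and in NW steers -0.30, -0.31 and -0.22 for the lists other than fatty acid oxidation and 0.43 for erythrocyte markers. The neutrophil markers had medians of -0.64 in NW steers from 187 to 354 days, and of -0.57 in EW and -0.65 in NW steers from 78 to 354 days; the interferon response had -0.96 in EW steers over the last interval. At 187 days, EW minus NW steers gave -0.27 for fatty acid oxidation and 0.52 for heat shock and immediate early genes.

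The 26 genes of fatty acid synthesis and desaturation were higher in EW than in NW steers at 187 days by a mean of 0.42 (SE 0.074), with FASN, SCD and THRSP past the threshold, and the loess correction does not account for this, since the mean in the deposited values was 0.52 (SE 0.12). A higher share of adipocytes in the biopsies of EW steers would raise adipocyte markers as well; the mean of the 21 others was 0.10 (SE 0.11), lower by 0.32 (SE 0.088), but 3 of them were at or above the mean of the synthesis genes, ADIPOQ at 0.72 (SE 0.48, adjusted p = 0.95) among them, though at 0.35 without EW-LPN steer 3, and FABP4 at 0.25 (SE 0.55, adjusted p = 0.99) not, though from -0.24 to 0.52 over the omissions of each steer, so more adipocytes cannot be told apart from more transcription per cell. Some of the markers, such as SLC2A4 and CD36, are expressed by muscle fibers too, where a change in adipocytes would show less. Early weaning, with the high-grain diet that came with it, may have raised transcription of these genes, a hypothesis that was not tested and in which weaning and diet cannot be separated. Without NW-LPN steer 3 the adjusted p was 0.43 for FASN, 0.34 for SCD and 0.51 for THRSP, the calls being lost in 6, 5 and 7 of the 20 omissions.

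The 12 neutrophil markers were lower at 354 than at 78 days by a mean of -1.24 (SE 0.12) over all steers. Their medians were smaller in size, at -0.57 in EW and -0.65 in NW steers, with 10 of the 12 lower and 2 higher in each group. Of these neutrophil markers 5, S100A8, S100A9, S100A12, CSF3R and CXCR1, passed the threshold in both EW and NW steers. Less blood in the biopsies of older steers would lower erythrocyte transcripts with them, if these follow the blood content, which was not tested. The mean of 13 erythrocyte markers was instead 0.51 (SE 0.16). In EW steers HBA was at 0.68 (SE 0.25, adjusted p = 0.12 in limma), and at 0.37 without EW-LPN steer 1. HBB was at 2.81 (SE 0.69, adjusted p = 0.018 in limma) in EW steers, on a dim probe with a typical signal of 25.9. The call of HBB was lost in 2 of the 20 omissions (adjusted p up to 0.31 without EW-LPN steer 1). In the deposited values the neutrophil mean was -1.28 (SE 0.23), so the loess correction did not make the fall. By calls of single genes the fall was not particular to neutrophils. Of 28 macrophage markers 10 fell in EW and 7 in NW steers, and of 26 genes of the interferon response 16 and 6. Of 24 lymphocyte and natural killer cell markers 3 and 2 fell, and 0 members of these lists rose. With an estimated correlation the macrophage and interferon lists passed in EW steers (adjusted p = 0.055 and 0.042). In NW steers neither did (adjusted p = 0.13 for each). The lymphocyte list passed in neither group (adjusted p = 0.37 in EW and 0.47 in NW steers). Of 31 cytokine and chemokine genes 0 rose and 0 fell in EW steers, and 1 rose and 1 fell in NW steers. Fewer neutrophils in the blood or the muscle of older steers, or fewer transcripts per neutrophil, may account for the fall of the neutrophil markers. None of these was tested. Age is the factor that the design names. Between 78 and 354 days every steer was also weaned, moved to the feedlot and put on a grain-based diet. Age cannot be separated from these changes.

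Heat shock genes were higher in EW than in NW steers at 187 days by a mean of 0.73 (SE 0.16) over 16 genes, and by 0.77 (SE 0.16) in the deposited values, which argues against the loess correction. Acute stress at the time of the biopsy would raise immediate early genes too; their mean over 11 genes was 0.42 (SE 0.30), 0.32 (SE 0.25) being the difference between the sets. Stress at the biopsy and a longer-lasting difference between the groups cannot be told apart, because the mean of the immediate early genes is too imprecise. Weaning age and the diet after weaning stay open, untested.

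The day labels were moved among the 3 samples of each steer, and the cow diet or weaning age among steers, in 100 arrangements each with the real one included. For the comparisons over days the real arrangement called more features, unnamed probes included, than any other: 2856 against 3 for time, 1140 against 52 for EW steers from 78 to 187 days, 340 against 131 for EW steers from 187 to 354 days, 2509 against 333 for EW steers from 78 to 354 days, 35 against 2 for NW steers from 78 to 187 days, 37 against 1 for NW steers from 187 to 354 days and 1556 against 2 for NW steers from 78 to 354 days, in each case 1 of 100 at least as large. Chance can be excluded for the count for time. For a single interval the test cannot decide, because all 3 days were moved and changes between other days add to the spread of the moved arrangements. For the wean × time interaction the real arrangement called 17 against 7, again 1 of 100, the least this test can give. Chance is less likely there but not excluded, since the count of genes fell to 0 without EW-LPN steer 3, among others. For EW against NW at 187 days the real arrangement called 40 against 32, also 1 of 100. Since another of the 100 arrangements came so close, chance is less likely there but not excluded. Chance cannot be excluded for cow plane of nutrition (18 of 100 as large; 1 against a highest of 17) and time × wean × diet (16 of 100; 1 against 5). Where the real arrangement called 0 features in limma, 100 of 100 were at least as large and the highest other counts were 4 for time × diet, 5 for wean × diet, 3 for weaning age, 14 for EW against NW at 78 days and 10 for EW against NW at 354 days, with 775, 752, 649, 638 and 638 genes at an unadjusted p of at most 0.05 in the real one.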

How the results depend on the processing

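The loess correction, the setting with dim probes left out and the reading of Cy3 over Cy5 as the direction were chosen only after values were seen; the fit of the deposited values as they are was planned first and became an alternative then, and the other settings were planned. Signal limits the results: 58.6% of the probes have a typical signal under 32, and 23.8% of the values reduce to a ratio with 1 in a channel, so the change of a dim gene is coarse. The rise of FASN, SCD and PCK2 in EW steers between 78 and 187 days and the changes of S100A8 and FKBP5 between 78 and 354 days in both groups kept their direction and stayed past the threshold without any 1 of the 20 steers, each omission taking 2 or 3 arrays and 1 or 3 samples of other steers with it. Every sign turns if the ratio is Cy5 over Cy3. Asking for a value on at least 24 of the arrays changed nothing, since no value is missing. The same steers were sampled on the 3 days, which pairs the samples, and the steer entered as a block; apart from the values given for the fit without it, dropping the block ended the call of 5 of the single results named and moved no other count by over 1.5 times. For the changes listed the cause was not tested, except that leaving out arrays, steers or probes leaves fewer of them in the fit and in the adjustment.

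Without steer as a block, the interaction genes changed within a group numbered 5 for EW steers from 78 to 354 days, 3 for NW steers from 78 to 187 days and 5 for NW steers from 187 to 354 days. With the steer as a block, its variance ratio fitted per gene and an ordinary F test, the genes called numbered 2774 for time, 59 for wean × time, 1447 for EW steers from 78 to 187 days, 960 for EW steers from 187 to 354 days, 208 for NW steers from 78 to 187 days, 231 for NW steers from 187 to 354 days, 1513 for NW steers from 78 to 354 days and 42 for EW against NW at 187 days. With arrays centred on their median in place of loess, the genes called numbered 0 for cow plane of nutrition, 1155 for time, 2 for time × diet, 6 for wean × time, 379 for EW steers from 78 to 187 days, 64 for EW steers from 187 to 354 days, 9 for NW steers from 78 to 187 days, 576 for NW steers from 78 to 354 days and 7 for EW against NW at 187 days. Of the single results named, 18 calls ended and 1 was gained. The sign turned for IL23A at 0.033 (EW steers from 78 to 187 days). With arrays scaled to one median absolute deviation, the genes called numbered 17 for wean × time, 268 for EW steers from 78 to 187 days, 59 for EW steers from 187 to 354 days, 764 for EW steers from 78 to 354 days, 113 for NW steers from 187 to 354 days and 32 for EW against NW at 187 days. This setting ended 17 calls of the single results named and gained 2. Signs turned there for CD14 at -0.0035 (EW steers from 78 to 187 days), POLR3A at 0.024 (NW steers from 78 to 187 days) and TLR4 at 0.0020 (the interaction from 78 to 187 days). With probes tested singly, a gene being read from its probe of smallest p, the genes called numbered 2913 for time, 33 for wean × time, 1400 for EW steers from 78 to 187 days, 542 for EW steers from 187 to 354 days, 2500 for EW steers from 78 to 354 days, 50 for NW steers from 78 to 187 days, 114 for NW steers from 187 to 354 days, 1642 for NW steers from 78 to 354 days, 1 for EW against NW at 78 days and 60 for EW against NW at 187 days; 21 of the genes of Table 3 had its sign on every probe. Among the single results named, 3 calls ended and 6 were gained. Signs that turned were those of CD14 at -0.56 (EW steers from 78 to 187 days), MYD88 at -0.41 (EW steers from 78 to 187 days) and POLR3A at 0.35 (EW steers from 187 to 354 days). With the cow diet of the 2 steers at 78 days as labelled, the genes called numbered 6 for NW steers from 78 to 187 days. This setting ended 8 calls of the single results named and gained 2. A turned sign was seen for IL23A at 0.11 (EW steers from 78 to 187 days). Leaving out the 2 arrays with those samples, which hold the 3 samples of NW-MPN steer 1, so that the setting equals leaving out that steer, the genes called numbered 698 for time, 4 for wean × time, 71 for EW steers from 187 to 354 days, 0 for NW steers from 78 to 187 days, 13 for NW steers from 187 to 354 days, 161 for NW steers from 78 to 354 days and 10 for EW against NW at 187 days. The calls of 39 of the single results named ended there. The sign turned for IL17A at -0.14 (EW steers from 78 to 187 days), IL23A at 0.23 (EW steers from 78 to 187 days), POLR3A at 0.055 (NW steers from 78 to 187 days) and TLR4 at 0.067 (the interaction from 78 to 187 days). With weights per array, the genes called numbered 20 for wean × time, 416 for EW steers from 78 to 187 days, 889 for EW steers from 78 to 354 days, 217 for NW steers from 78 to 187 days, 490 for NW steers from 187 to 354 days, 1596 for NW steers from 78 to 354 days and 93 for EW against NW at 187 days. Of the single results named, 7 calls ended and 2 were gained. The sign turned for CD14 at -0.027 (EW steers from 78 to 187 days), POLR3A at 0.024 (EW steers from 187 to 354 days) and POLR3A at 0.0014 (NW steers from 78 to 187 days). With the FDR of the comparison itself asked of the interaction genes, the interaction genes changed within a group numbered 0 for NW steers from 78 to 187 days and 5 for NW steers from 187 to 354 days. With the correlation within lists estimated in camera, the gene lists that shifted numbered 8 for EW steers from 78 to 187 days, 1 for EW steers from 187 to 354 days, 6 for EW steers from 78 to 354 days, 4 for NW steers from 78 to 187 days, 5 for NW steers from 187 to 354 days, 4 for NW steers from 78 to 354 days, 4 for EW against NW at 187 days, 3 for the interaction from 78 to 187 days, 6 for the interaction from 187 to 354 days and 0 for cow plane of nutrition. With fry in place of camera, the gene lists that shifted numbered 11 for NW steers from 78 to 187 days, 5 for the interaction from 78 to 187 days, 6 for the interaction from 187 to 354 days and 4 for cow plane of nutrition. In the deposited values without loess, the fit first planned and made an alternative after seeing the data, the genes called numbered 2 for cow plane of nutrition, 1 for time × diet, 111 for EW steers from 187 to 354 days, 973 for EW steers from 78 to 354 days, 14 for NW steers from 78 to 187 days, 16 for NW steers from 187 to 354 days and 625 for NW steers from 78 to 354 days; the gene lists that shifted numbered 16 for cow plane of nutrition. This fit ended 17 calls of the single results named and gained 1. The sign turned for IL23A at 0.12 (EW steers from 78 to 187 days), MAPK9 at 0.013 (EW steers from 78 to 187 days), NR2C2 at 0.0079 (EW steers from 78 to 187 days), TLR4 at 0.016 (the interaction from 78 to 187 days) and TOMM34 at -0.0094 (LPN minus MPN). With probes of a typical signal of at least 32, a setting chosen after seeing the data, the genes called numbered 2 for cow plane of nutrition, 3438 for time, 65 for wean × time, 1887 for EW steers from 78 to 187 days, 1419 for EW steers from 187 to 354 days, 2553 for EW steers from 78 to 354 days, 353 for NW steers from 78 to 187 days, 536 for NW steers from 187 to 354 days, 2192 for NW steers from 78 to 354 days and 210 for EW against NW at 187 days. Among the single results named, 1 call ended and 21 were gained. Signs turned there for CARD14 at -0.10 (LPN minus MPN), CD14 at -0.14 (EW steers from 78 to 187 days), MAPK8 at -0.34 (NW steers from 78 to 187 days), MYD88 at -0.41 (EW steers from 78 to 187 days) and POLR3A at 0.47 (EW steers from 187 to 354 days).

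Leaving out each of the 20 steers in turn, the genes called ran from 67 to 793 for EW steers from 78 to 187 days, from 2 to 331 for EW steers from 187 to 354 days, from 380 to 1571 for EW steers from 78 to 354 days, from 0 to 52 for NW steers from 78 to 187 days, from 2 to 64 for NW steers from 187 to 354 days, from 161 to 976 for NW steers from 78 to 354 days, from 0 to 1 for EW against NW at 78 days, from 0 to 22 for EW against NW at 187 days, from 0 to 1 for cow plane of nutrition, from 698 to 2042 for time, from 0 to 1 for wean × diet, from 0 to 16 for wean × time and from 0 to 1 for time × wean × diet. The gene lists that shifted ran from 9 to 20 for NW steers from 78 to 187 days, from 8 to 15 for the interaction from 187 to 354 days and from 5 to 14 for cow plane of nutrition. Single genes whose sign turned ran from -0.19 to 0.12 for CD14 (EW steers from 78 to 187 days), from -0.31 to 0.22 for KAT5 (EW steers from 187 to 354 days), from -0.19 to 0.21 for MYD88 (EW steers from 78 to 187 days), from -0.31 to 0.019 for POLR3A (EW steers from 187 to 354 days), from -0.14 to 0.083 for POLR3A (NW steers from 78 to 187 days), from -0.28 to 0.10 for TLR4 (EW steers from 78 to 187 days), from -0.18 to 0.12 for TLR4 (the interaction from 78 to 187 days), from -0.24 to 0.52 for FABP4 (EW minus NW at 187 days), from -0.41 to 0.23 for IL23A (EW steers from 78 to 187 days), from -0.14 to 0.66 for IL17A (EW steers from 78 to 187 days), from -0.10 to 0.060 for MAPK9 (EW steers from 78 to 187 days), from -0.52 to 0.032 for NR2C2 (EW steers from 78 to 187 days), from -0.053 to 0.21 for TOMM34 (LPN minus MPN) and from -0.010 to 0.41 for EHD4 (LPN minus MPN). Single genes whose value moved by over 1.5 times with its sign kept ran from 0.033 to 0.27 for ACLY (LPN minus MPN), from 0.35 to 0.94 for ADIPOQ (EW minus NW at 187 days), from -0.69 to -0.33 for ARF4 (EW steers from 187 to 354 days), from -0.43 to -0.17 for BTG1 (LPN minus MPN), from -0.77 to -0.36 for C27H8orf48 (LPN minus MPN), from 0.90 to 2.09 for CCL2 (EW steers from 78 to 187 days), from -0.36 to -0.16 for CFD (LPN minus MPN), from 0.018 to 0.35 for CHST12 (LPN minus MPN), from -0.37 to -0.00054 for CREBBP (EW steers from 187 to 354 days), from -0.91 to -0.34 for CXCL8 (LPN minus MPN), from 0.15 to 0.34 for DLK1 (LPN minus MPN), from 0.20 to 0.48 for DMAC2L (LPN minus MPN), from 0.27 to 0.69 for DYNLL1 (EW steers from 78 to 187 days), from 0.15 to 0.55 for EPAS1 (EW steers from 78 to 354 days), from 0.071 to 0.37 for EPAS1 (NW steers from 78 to 354 days), from -0.22 to -0.061 for EPC1 (LPN minus MPN), from -0.72 to -0.15 for FASN (EW steers from 187 to 354 days), from 0.49 to 1.10 for GOLGA4 (EW steers from 187 to 354 days), from -0.24 to -0.089 for GPAT4 (LPN minus MPN), from 0.37 to 0.81 for HBA (EW steers from 78 to 354 days), from 0.25 to 0.63 for HLF (LPN minus MPN), from -2.56 to -1.29 for HSPA1A (EW steers from 187 to 354 days), from -1.03 to -0.042 for IL6 (EW steers from 78 to 187 days), from 0.18 to 0.35 for ING4 (EW steers from 187 to 354 days), from -0.16 to -0.037 for IQGAP1 (LPN minus MPN), from -0.43 to -0.13 for KRT74 (LPN minus MPN), from -0.38 to -0.15 for MAP2K4 (EW steers from 78 to 187 days), from -0.58 to -0.25 for MAPK8 (EW steers from 78 to 187 days), from 0.15 to 0.38 for MAPK8 (NW steers from 78 to 187 days), from 0.040 to 0.37 for MYD88 (the interaction from 78 to 187 days), from 0.16 to 0.35 for NBAS (EW steers from 187 to 354 days), from -0.46 to -0.21 for NR2C2 (NW steers from 78 to 187 days), from -0.25 to -0.11 for NR2C2 (LPN minus MPN), from -3.23 to -1.80 for PDK4 (NW steers from 78 to 354 days), from 0.0024 to 0.17 for PLAGL1 (LPN minus MPN), from -0.56 to -0.086 for POLR3A (EW steers from 78 to 187 days), from 0.16 to 0.39 for PYCR1 (LPN minus MPN), from -1.33 to -0.77 for SLC2A4 (EW steers from 78 to 187 days), from -0.92 to -0.46 for TYROBP (EW steers from 78 to 187 days) and from 0.13 to 0.40 for UQCRH (LPN minus MPN).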

Differences from the paper's values

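The tests compared here were planned before the data were examined, but on the deposited values as they are; the loess correction behind the values given was added after they were seen, and settings added later are named as such. For the cow plane of nutrition the paper reports 35 differentially expressed genes and 1 was called here. For weaning age the paper reports 145 genes against 0 here, for time 7639 against 1818, for time × diet 43 against 0, for wean × diet 31 against 0, for wean × time 167 against 10 and for time × wean × diet the paper reports 13 against 0, all at the thresholds the paper states and in named genes; with probes without a gene name included, the counts here are 2856 for time, 17 for wean × time and 1 for time × wean × diet, and the others stay as they are. In limma 649 genes had an unadjusted p of at most 0.05 for weaning age, 775 for time × diet, 752 for wean × diet and 608 for time × wean × diet. None of the settings planned beforehand, the omissions of each steer included, brings any of these 7 counts within 1.5 times the paper's, nor do the deposited values without loess, the fit first planned, with 2 for cow plane of nutrition, 0 for weaning age, 1221 for time, 1 for time × diet, 0 for wean × diet, 7 for wean × time and 0 for time × wean × diet, nor does leaving out dim probes, chosen after seeing the data, with 3438 for time and 65 for wean × time. The nearest planned counts were 2913 for time with probes tested singly and 59 for wean × time with a variance ratio per gene and an ordinary F test. The deposited values lack the Lowess normalization and centering that the methods name, so the values tested in the paper are not those used here. The paper also lists microarray as a random effect, whereas here the ratio of the dyes was fitted, in which the array effect cancels. Whether this lowers the counts was not tested.

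For interaction genes up-regulated and interaction genes down-regulated, the wean × time genes changed within a group, the paper reports 44 and 91 in EW steers between 78 and 187 days; here 10 were higher and 0 lower at the uncorrected P of the paper. In NW steers over the same days the paper reports 4 up-regulated and 53 down-regulated, against 3 and 2 here. Fig 2 gives about 5 up and about 83 down in EW steers from 187 to 354 days, against 0 and 2, and about 35 up and about 74 down from 78 to 354 days, against 8 and 0. For NW steers Fig 2 gives about 25 up and about 62 down from 187 to 354 days, against 8 and 0, and about 27 up and about 73 down from 78 to 354 days, against 8 and 1. The paper's down-regulated genes outnumber its up-regulated ones in each of these intervals; here more of the 10 genes were higher than lower in 2 of the 3 in EW and in 3 of the 3 in NW steers, the NW steers between 78 and 187 days with 3 against 2 alone; there the fit without steer as a block gave 1 higher and 2 lower, the direction of the paper, and the FDR within the comparison 0 and 0. With the ratio read as Cy5 over Cy3 each pair of these tallies would swap. Under both settings planned for these tallies, the FDR within the comparison and the fit without steer as a block, each count that is over 1.5 times from the paper's stays so.

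The log ratios of LPN over MPN in Table 3 were compared gene by gene, with the estimated SD of a sample as the error. Of 33 genes found, 6 lie outside it or have the opposite sign; the direction of the ratio was chosen with these signs, so the tally is not independent of the paper, and with Cy5 over Cy3 32 of the 33 would have the opposite sign. For GSTA4 the paper gives -1.74, against 0.27 here, and none of the settings planned beforehand brings this within the error, nor do the deposited values without loess or leaving out dim probes. For IQGAP1 the paper gives -0.55 against -0.10, and for KRT74 the paper gives -1.01 against -0.31; of the planned settings only probes tested singly brings these within the error, at -0.51 and -0.91. That setting reads a gene from the probe of smallest p for this same contrast and so favours the most extreme one: for IQGAP1 it is 1 of 9 probes, with a typical signal of 8.60, while the brightest was at -0.065, and for KRT74 its typical signal is 2.65. For CARD14 the paper gives 0.96 against 0.50, brought within the error by probes tested singly alone, at 1.09 on a probe with a typical signal of 2.55, the brighter probe being at -0.10. For CHST12 the paper gives 0.78 against 0.24, brought within the error of 0.49 by probes tested singly (0.85 on the brighter probe, with a typical signal of 44.1, the other, with one of 5.09, being at -0.38), by the labelled cow diet of 2 steers at 78 days and without any 1 of EW-LPN steer 5, EW-MPN steers 2 and 5, NW-LPN steers 3 and 4 and NW-MPN steers 3 and 4, and by no other planned setting; apart from the single probe these values, from 0.29 to 0.35, remain nearer to 0.24 than to the paper's. With dim probes left out, chosen after seeing the values, CHST12 was at 0.85 as well, but 7 of the 33 genes then have no probe left. For PNMA8A (PNMAL1 in Table 3) the paper gives 0.89 against 0.52, brought within the error of 0.36 by a variance ratio per gene with an ordinary F test, by probes tested singly (0.99 on the brightest of 3 dim probes, with a typical signal of 7.30) and without any 1 of EW-LPN steers 2 and 3, EW-MPN steers 2, 3 and 5, NW-LPN steer 2 and NW-MPN steer 5, and by no other planned setting; apart from the single probe these values, from 0.53 to 0.68, remain nearer to 0.52 than to the paper's. DHDH, which the paper lists in Table 3, did not pass here but did in the deposited values without loess (0.45, adjusted p = 0.060) and with dim probes left out (0.42, adjusted p = 0.054). For KRT74 the deposited values without loess, the fit first planned, gave -0.54, which is still further from the paper's value than that error. Averaging probes lowered the size of several values. On the brightest probe TOMM34 was at 0.37, ACLY at 0.39, NR2C2 at -0.29, EPC1 at -0.31 and PYCR1 at 0.51. Each lay nearer to the paper's value than the average, at 0.071, 0.13, -0.17, -0.14 and 0.28. The brightest probe lay further off than the average for ABHD11, C27H8orf48, CARD14, EHD4, IQGAP1, KRT74, MSRB1, PSPH, SRSF5 and TAGLN3. How the paper combined probes of a gene is not stated.

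Several statements on genes and groups also differ, in a direction that rests on the reading of the ratio: with Cy5 over Cy3, POLR3A with dim probes left out, CLIC4, IL6, the 2 insulin signaling genes and the median of the glutathione genes would go the way the paper describes, and FASN, SCD, PCK2 and, with dim probes left out, KAT5 would not. The paper describes pyrimidine metabolism, RNA polymerase and cytosolic DNA sensing as inhibited in EW steers between 187 and 354 days. It names POLR3A as the only gene of its list that could account for this. Here POLR3A was at -0.080 (SE 0.23, adjusted p = 0.93), and with dim probes left out, chosen after seeing the values, at 0.47 (adjusted p = 0.038), past the threshold as a rise. Over the planned settings its adjusted p ran from 0.20 to 0.9987. The paper calls CLIC4 down-regulated in NW steers between 78 and 187 days; here it was at 0.32 (SE 0.14, adjusted p = 0.55). Of 24 insulin signaling genes 0 rose and 2 fell in EW steers over those days in limma. At an unadjusted p under 0.05, 1 was higher and 3 lower. These 24 genes hold none of FASN, SCD and PCK2, which rose there, so they do not test the call of the paper. The paper describes insulin signaling as activated there, mainly through FASN, SCD and PCK2. It describes innate immunity and the MyD88-dependent pathway as activated; of 39 genes 1 rose and 1 fell. It names IL6 among the interleukins with positive regulation; IL6 was at -0.50 (SE 0.39, adjusted p = 0.60), with a typical signal of 2.34 on its brightest probe. It describes histone acetylation and Golgi transport as inhibited in EW steers between 187 and 354 days. In limma 0 of 39 and 0 of 56 genes fell, with 0 and 2 lower and 3 and 3 higher at an unadjusted p under 0.05. KAT5 ran from -0.31 to 0.22 over the omissions of each steer. With dim probes left out, chosen after seeing the values, KAT5 passed at -0.39 (adjusted p = 0.093). The paper describes glutathione pathways in NW steers between 78 and 187 days as without apparent direction in its results and as slightly inhibited in its discussion. The median over 31 genes was 0.20 (adjusted p = 0.21 with an estimated correlation). FASN at 2.57 (SE 0.30, adjusted p = 2.3e-04), SCD at 3.38 (SE 0.40, adjusted p = 2.3e-04) and PCK2 at 1.72 (SE 0.22, adjusted p = 4.2e-04) rose in EW steers between 78 and 187 days, the direction the paper gives, but their signs also served to choose the direction of the ratio and are not independent of the paper. For the genes of Table 4 the direction was not compared, since the contrast behind it is not named; of the genes found, PLAGL1 and SLC25A5 had an unadjusted p of 0.017 and 0.0035 for the interaction and the others had one over 0.05.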

Other observations

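The gene lists used here were planned; the genes IGF2 and H19 were chosen only after their values were seen. Genes of mitochondrial energy metabolism fell in EW steers between 78 and 187 days of age. Of 45 genes of oxidative phosphorylation, 0 rose and 20 fell (28 lower when adjusted over the list alone; adjusted p = 0.039 with an estimated correlation), among them NDUFS7, a subunit of complex I, at -0.93 (SE 0.13, adjusted p = 5.1e-04). Of 25 genes of fatty acid oxidation, 0 rose and 6 fell (9 lower when adjusted over the list alone; adjusted p = 0.047 with an estimated correlation), with UCP3 at -1.52 (SE 0.29, adjusted p = 0.0073) and CPT1B, which brings fatty acids into mitochondria, at -0.82 (SE 0.18, adjusted p = 0.016). Of 19 genes of the tricarboxylic acid cycle, 0 rose and 5 fell (10 lower when adjusted over the list alone). In NW steers 0 genes of oxidative phosphorylation rose and 2 fell over the same days (24 lower when adjusted over the list alone; adjusted p = 0.050 with an estimated correlation). No difference between EW and NW steers was detected in this change for oxidative phosphorylation or fatty acid oxidation once the correlation was estimated (adjusted p = 0.70 and 0.13 with an estimated correlation). Among markers of other cells over these days in EW steers, of 31 genes of fibroblasts and the extracellular matrix 7 rose and 0 fell (16 higher when adjusted over the list alone; median 0.50, adjusted p = 0.13 with an estimated correlation), and of 23 adipocyte markers 7 rose and 2 fell (adjusted p = 0.16 with an estimated correlation). Of 15 slow muscle fiber genes 3 rose and 0 fell (median 0.38, adjusted p = 0.24 with an estimated correlation), and of 14 fast muscle fiber genes 0 rose and 0 fell in limma (0 and 0 when adjusted over the list alone, and 0 and 0 at an unadjusted p under 0.05), with a median of -0.057 (adjusted p = 0.82 with an estimated correlation). Of 15 slow muscle fiber genes, 5 rose and 1 fell between 78 and 354 days in EW steers (8 higher and 1 lower when adjusted over the list alone; adjusted p = 0.36 with an estimated correlation). CA3, a carbonic anhydrase of slow fibers, was at 2.10 (SE 0.29, adjusted p = 2.0e-04) in EW and 2.02 (SE 0.29, adjusted p = 5.4e-04) in NW steers, and MYL3, the slow ventricular myosin light chain, at -1.96 (SE 0.34, adjusted p = 0.0014) and -1.38 (SE 0.34, adjusted p = 0.026).

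Genes of the interferon response and macrophage markers were lower in older EW steers. Of 26 genes of the interferon response, 0 rose and 16 fell in EW steers between 78 and 354 days (19 lower when adjusted over the list alone; adjusted p = 0.042 with an estimated correlation), and 0 rose and 6 fell in NW steers (14 lower when adjusted over the list alone; adjusted p = 0.13 with an estimated correlation). PSMB8, a subunit of the immunoproteasome, was at -1.02 (SE 0.16, adjusted p = 7.5e-04) in EW and -0.88 (SE 0.16, adjusted p = 0.0039) in NW steers. Of 28 macrophage markers, 10 fell in EW and 7 in NW steers and 0 rose in either (15 and 11 lower when adjusted over the list alone; adjusted p = 0.055 and 0.13 with an estimated correlation), TYROBP at -1.46 (SE 0.20, adjusted p = 1.7e-04) and -1.33 (SE 0.20, adjusted p = 7.2e-04). Markers of other cells moved over these days too. Of 12 neutrophil markers 5 fell in EW and 5 in NW steers (adjusted p = 0.0090 and 0.0077 with an estimated correlation). Of 24 lymphocyte and natural killer cell markers 3 and 2 fell (adjusted p = 0.37 and 0.47 with an estimated correlation). Of 19 endothelial markers 2 and 0 fell (adjusted p = 0.48 and 0.50 with an estimated correlation). Of 13 erythrocyte markers 2 rose in EW and 1 in NW steers. ZBTB16, a target of the glucocorticoid receptor, was at -1.28 (SE 0.22, adjusted p = 0.0015) in EW and -0.98 (SE 0.22, adjusted p = 0.016) in NW steers, whereas BHLHE40, a repressor in the circadian clock, rose, at 1.79 (SE 0.30, adjusted p = 0.0011) and 1.55 (SE 0.30, adjusted p = 0.0060). Over the whole list of 23 circadian and glucocorticoid genes, 3 rose and 3 fell in EW steers (5 and 7 when adjusted over the list alone; camera adjusted p = 0.53). IGF2, the fetal growth factor, was at -1.12 (SE 0.20, adjusted p = 0.0019) and H19, the noncoding RNA of the same imprinted locus, at -1.12 (SE 0.31, adjusted p = 0.037) in EW steers. Of the 17 calls named, 10 held with each of the 20 steers left out, and those lost were of MYL3 (in 2 of 20, adjusted p up to 0.28 without NW-MPN steer 3), H19 (in 4 of 20, adjusted p up to 0.26 without EW-MPN steer 1), UCP3 (in 2 of 20, adjusted p up to 0.23 without EW-MPN steer 1), CPT1B (in 3 of 20, adjusted p up to 0.23 without EW-LPN steer 1), ZBTB16 (in NW steers from 78 to 354 days in 2 of 20, adjusted p up to 0.22 without NW-MPN steer 3; in EW steers from 78 to 354 days in 1 of 20, adjusted p up to 0.11 without EW-LPN steer 2) and PSMB8 (in 1 of 20, adjusted p up to 0.14 without NW-MPN steer 1).

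In simulated data with 50 genes changed at each size among the 26845 features, the tests of the change in EW steers from 78 to 187 days called 16%, 34%, 76% and 94% of genes changed by 0.5, 1, 2 and 3 on the log2 scale, with 17 false calls among 127. For the difference between LPN and MPN the shares were 16%, 66%, 98% and 100%, with 18 false calls among 158. Of the genes called in EW steers from 78 to 187 days, 616 of 737 had a probe left and 588 were also among the 1887 called with dim probes left out, and for time 1519 of 1818 had a probe left and 1480 were among 3438. Leaving out dim probes was chosen after seeing the data.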
